# Loss of heme oxygenase 2 causes reduced expression of genes in cardiac muscle development and contractility and leads to cardiomyopathy in mice

**DOI:** 10.1371/journal.pone.0292990

**Published:** 2023-10-16

**Authors:** Rengul Cetin-Atalay, Angelo Y. Meliton, Cevher Ozcan, Parker S. Woods, Kaitlyn A. Sun, Yun Fang, Robert B. Hamanaka, Gökhan M. Mutlu

## Abstract

Obstructive sleep apnea (OSA) is a common breathing disorder that affects a significant portion of the adult population. In addition to causing excessive daytime sleepiness and neurocognitive effects, OSA is an independent risk factor for cardiovascular disease; however, the underlying mechanisms are not completely understood. Using exposure to intermittent hypoxia (IH) to mimic OSA, we have recently reported that mice exposed to IH exhibit endothelial cell (EC) activation, which is an early process preceding the development of cardiovascular disease. Although widely used, IH models have several limitations such as the severity of hypoxia, which does not occur in most patients with OSA. Recent studies reported that mice with deletion of hemeoxygenase 2 (*Hmox2*^*-/-*^), which plays a key role in oxygen sensing in the carotid body, exhibit spontaneous apneas during sleep and elevated levels of catecholamines. Here, using RNA-sequencing we investigated the transcriptomic changes in aortic ECs and heart tissue to understand the changes that occur in *Hmox2*^*-/-*^ mice. In addition, we evaluated cardiac structure, function, and electrical properties by using echocardiogram and electrocardiogram in these mice. We found that *Hmox2*^*-/-*^ mice exhibited aortic EC activation. Transcriptomic analysis in aortic ECs showed differentially expressed genes enriched in blood coagulation, cell adhesion, cellular respiration and cardiac muscle development and contraction. Similarly, transcriptomic analysis in heart tissue showed a differentially expressed gene set enriched in mitochondrial translation, oxidative phosphorylation and cardiac muscle development. Analysis of transcriptomic data from aortic ECs and heart tissue showed loss of *Hmox2* gene might have common cellular network footprints on aortic endothelial cells and heart tissue. Echocardiographic evaluation showed that *Hmox2*^*-/-*^ mice develop progressive dilated cardiomyopathy and conduction abnormalities compared to *Hmox2*^*+/+*^ mice. In conclusion, we found that *Hmox2*^*-/-*^ mice, which spontaneously develop apneas exhibit EC activation and transcriptomic and functional changes consistent with heart failure.

## Introduction

Obstructive sleep apnea (OSA) is a common disorder with a prevalence of 24% in men and 9% in women (based on apnea-hypopnea index ≥5) [1]. Population based studies estimate that the prevalence of OSA with daytime sleepiness is 3–7% in men and 2–5% in women [2]. In addition to causing daytime sleepiness, OSA is an independent risk factor for hypertension, atherosclerotic cardiovascular disease and heart failure [1–15]. Despite improvements in our knowledge about the underlying molecular mechanisms by which OSA causes cardiovascular disease, our understanding is not complete.

Pathophysiologically, OSA is characterized by recurrent obstruction of upper airway leading to cessation of air flow resulting in intermittent hypoxia (IH), arousals, and activation of sympathetic nervous system [12, 13, 16, 17]. As a hallmark manifestation of OSA, IH plays an important role in the pathogenesis of OSA-related cardiovascular morbidity [18]. Therefore, exposure of rodents to IH is often used as a model of OSA to study the mechanisms by which OSA causes cardiovascular disease [19].

Using the IH exposure model in mice, we have recently studied the effect of IH on endothelial cell (EC) function [20]. EC activation is an early process in the pathogenesis of cardiovascular disease. Activated ECs express pro-inflammatory cytokines and cell adhesion molecules [21], which may then lead to leukocyte adhesion and activation, and platelet aggregation, all of which contribute to the development of cardiovascular disease [22–24]. We and others have previously linked EC activation with the blood flow dynamics in vasculature. ECs from aortic arch were activated while ECs from abdominal aorta were not [25–28]. Using IH exposure in mice as a model of OSA, we have found that IH causes EC activation [20]. However, this effect was not a direct effect of IH, but was indirectly mediated via the activation of sympathetic nervous system and release of catecholamines.

In addition to IH, recent studies suggest that mice with deletion of hemeoxygenase 2 (*Hmox2*^*-/-*^) may also be used as a model of OSA [29, 30]. HMOX2 is an enzyme that catalyzes the oxidative cleavage of heme leading to the generation of carbon monoxide [31]. In contrast to HMOX1, which is expressed at low levels in most tissues, HMOX2 is inducible and expressed in in the brain, testes, and gastrointestinal tract [32, 33]. HMOX2 has been shown to be important in oxygen sensing in carotid body [34] as *Hmox2*^*-/-*^ mice showed a blunted hypoxic ventilatory response [34]. Peng and colleagues have reported that *Hmox2*^*-/-*^ mice develop spontaneous apneas during sleep [29]. Furthermore, in a more recent study, they also showed that these mice have increased systemic levels of catecholamines [30]. These studies suggested that *Hmox2*^*-/-*^ mice can be used as a model to mimic sleep apnea. However, how the cardiovascular system may be affected in the *Hmox2*^*-/-*^ model of sleep apnea has not been studied. Here, we studied whether *Hmox2*^*-/-*^ mice exhibit EC activation similar to the IH model of OSA. We also investigated the transcriptomic changes in aortic ECs and heart tissue as well as the functional changes in heart function in *Hmox2*^*-/-*^ mice.

## Materials and methods

### Animals

All experiments and procedures involving animals were approved by the Institutional Animal Care and Use Committee at the University of Chicago (Protocol number 72573). We used mice with deletion of Hmox2 (*Hmox2*^*-/-*^) and their wildtype littermate controls (*Hmox2*^*+/+*^). All animal experiments were performed according to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines [35]. Mice were euthanized using the euthanasia solution (Euthasol (pentobarbital sodium and phenytoin sodium)) followed by exsanguination and removal of vital organs. The method of euthanasia is consistent with the recommendations of the American Veterinary Medical Association Guidelines for the Euthanasia of Animals. After confirming anesthesia following the administration of euthanasia solution, we performed thoracotomy and first collected blood from the right ventricle for catecholamine levels. We then cut the inferior vena cava and flushed heart and vessels with phosphate buffered saline to remove remaining blood in the vasculature. We then harvested the hearts and aortas and placed them in cold plate containing phosphate buffered saline and dissected under microscope [20, 25, 36]. Heart tissue was frozen in liquid nitrogen for RNA isolation. Total RNA from aortic ECs was isolated by gentle and slow flushing with TRI Reagent inside of the aortic lumen with a blunt end needle insertion.

### RNA isolation and sequencing

RNA isolation, sequencing, and analysis were done as we have previously described [37]. We isolated RNA from aortic ECs using TRI Reagent (Zymo Research, R2050-1-200) and Zymo Direct-zol RNA Miniprep Kit (Zymo Research, catalog number R2053) [20]. Heart tissue total RNA was isolated from fast-frozen whole heart. The tissue was pulverized under liquid nitrogen in a stainless-steel mortar and pestle and the frozen tissue powder quantitatively transferred to test tubes. Total RNA was isolated with RNeasy Plus Mini Kit (Qiagen, 74134). Total RNA from aortic ECs and heart tissues were submitted to the University of Chicago Genomics Core Facility for sequencing with the Illumina NovaSEQ6000 sequencer (100bp paired-end). Sequencing read (FASTQ) files were generated and assessed for per base sequence quality using FastQC. RNA-seq reads were pseudoaligned using Kallisto v.0.44.0 the at University of Chicago, CRI Gardner high performance computing cluster [38]. The Kallisto index was made with default parameters and the GENCODE (Mouse Release M32, GRCm39) and was run in quant mode with default parameters. Following pseudoalignment, we computed gene abundances using R package tximport v.1.18.0 [39]. Differential expression was calculated between the groups using R package edgeR [40]. edgeR performs read count filtering, normalization, estimating dispersion, and identification of differentially expressed genes. Differential gene expression was considered significant for genes with an FDR-adjusted p-value ≤ 0.05 and fold change (FC) > 2. All volcano plots were drawn using ggplot2 R package. All heatmaps were generated with Pretty heatmaps R package pheatmap package from Z-score normalized expression values. An absolute fold change ≥ 2 and false discovery rate (FDR) adjusted p-value ≤ 0.05 were used to select and classify the significant DEGs. Pathway enrichment analyses were performed, and plots were created using R clusterProfiler package [41] or using Enrichr search engine web interface on Enrichr database [42]. All packages were run on RStudio (2021.09.0 Build 351) with R version 4.0.3 Source data for RNA-seq are accessible via GEO (GSE230725). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230725

Transcription factor (TF)—target gene interactions gene regulatory network enrichment analysis was done with R DoRothEA package using mouse regulons [43]. DoRothEA contains 470,711 TF-target interactions for 1396 TFs for 20,238 unique genes.

### Cardiac structure, function, and rhythm analysis

Transthoracic echocardiography (VisualSonics, Vevo 770–120, RMV707B probe, Toronto, Canada) was used to evaluate left ventricular (LV) systolic function and structure while mice were under light anesthesia (0.5–1% isoflurane). Two-dimensionally guided M-mode images of the LV were acquired in the parasternal long and short axes to measure LV cavity dimensions, anterior and posterior wall thicknesses, and fractional shortening. LV ejection fraction was calculated based on these measurements. Electrocardiogram (ECG) (PowerLab using LabChart software, AD Instruments) was performed to determine heart rate, rhythm and conduction intervals in mice. Electrodes were placed subcutaneously in the limbs for lead II position for continuous ECG monitoring up to 5 minutes in each session. RR interval, PR interval, QRS duration, and QT interval were recorded and analyzed from limb leads in lead II. AF, atrioventricular block (AVB), premature beats, pauses, supraventricular, and ventricular arrhythmias were documented on ECG recordings.

### Statistics

The data were analyzed in Prism 9 (GraphPad Software Inc., La Jolla, CA). All data are shown as mean ± standard deviation. Significance was determined by unpaired, two-tailed Student’s t-test (for comparisons between two samples) or by one-way ANOVA using Bonferroni’s correction for multiple comparisons. Statistical significance was defined as *p<0.05, **p<0.005, ***p<0.001, ****p<0.0001.

## Results

### *Hmox2*^*-/-*^ mice exhibit EC activation in aorta

Increasing evidence suggest that Hmox2 plays an important role in oxygen sensing [31, 44]. Furthermore, recent studies by Peng and colleagues have reported that *Hmox2*^*-/-*^ mice exhibit spontaneous apneas during sleep [29, 30]. They also showed that these mice have increased systemic levels of catecholamines [30]. These results suggested the suitability of *Hmox2*^*-/-*^ as a model of sleep apnea; however, the cardiovascular changes in *Hmox2*^*-/-*^ are not completely understood.

We have recently reported that exposure to IH as a model of sleep apnea in mice is associated with aortic endothelial cell (EC) activation [20]. To determine whether *Hmox2* deficiency is associated with EC activation, we isolated aortic ECs from both *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^ mice to measure expression of genes associated with EC activation. As previously reported [29, 30], compared to control *Hmox2*^*+/+*^ mice, *Hmox2*^*-/-*^ mice had spontaneous apneas and increased systemic levels of catecholamines (S1 Fig and S1 Text). We also confirmed the loss of *Hmox2* gene in aortic ECs isolated from *Hmox2*^*-/-*^ mice (S2 Fig and S1 Text). We found that compared to ECs from *Hmox2*^*+/+*^ mice, ECs from *Hmox2*^*-/-*^ mice exhibited increased expression of *il6*, but there was no increase in the expression of *Kc*, *Icam1* or *Vcam1* as we have previously reported in ECs isolated from wild-type mice exposed to IH [20] (Fig 1A). We also evaluated the expression of EC activation-associated genes *selp*, and *nampt*. *Selp* encodes P-selectin, which mediates the rolling of leukocytes on the surface of the endothelium and initiates their attachment to ECs [45]. Nicotinamide phosphoribosyltransferase (Nampt) is the rate-limiting enzyme of nicotinamide adenine dinucleotide salvage biosynthesis. *Nampt* has been shown to be associated with EC activation/dysfunction, vascular inflammation and progression of atherosclerosis [46, 47]. Consistent with EC activation in sleep apnea, we found that ECs from *Hmox2*^*-/-*^ mice showed increased expression of *selp* and *nampt* (Fig 1B). Collectively, these results suggested that aortic ECs from *Hmox2*^*-/-*^ mice exhibit gene expression changes consistent with EC activation.

**Fig 1:**
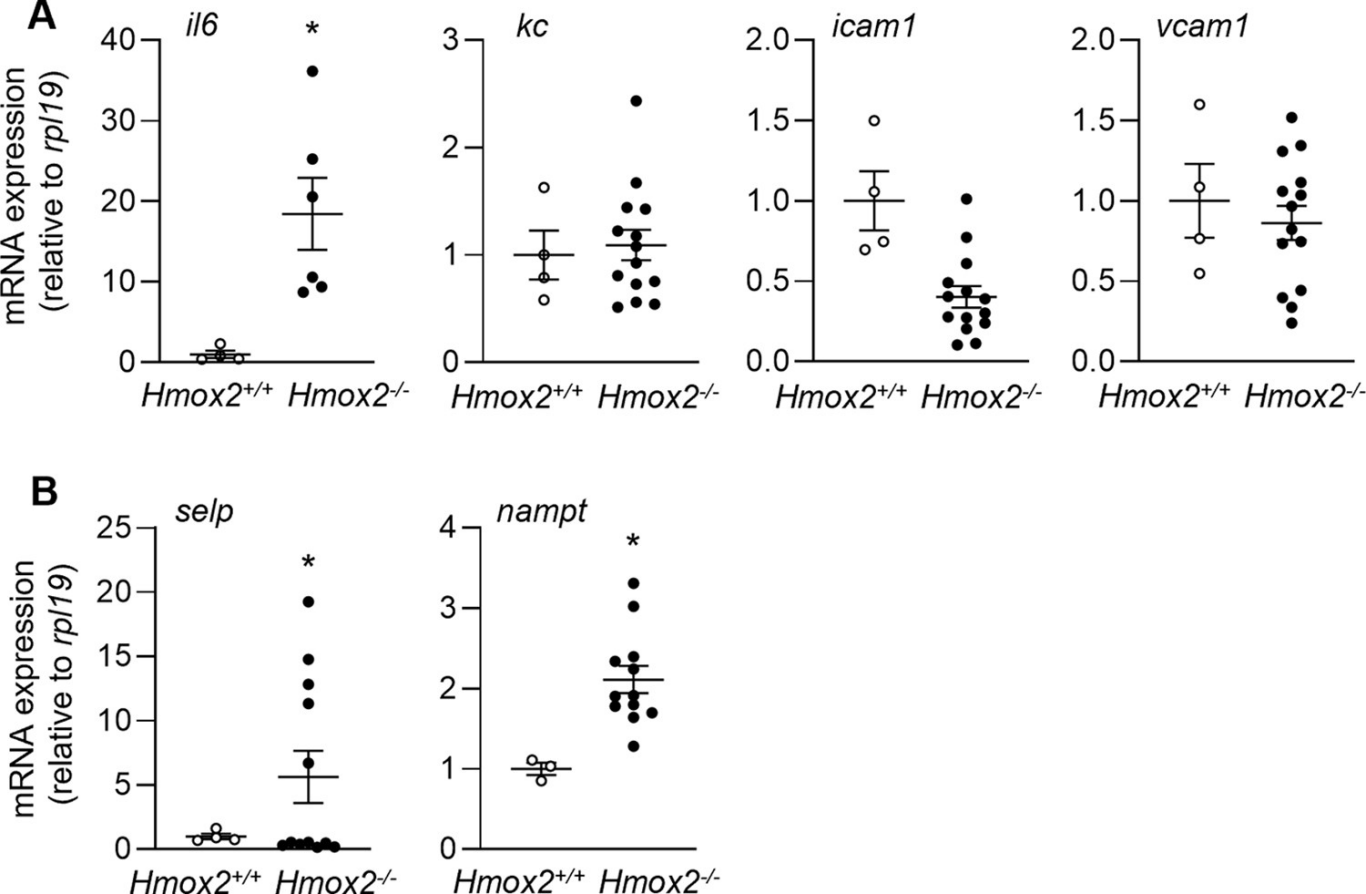
Loss of *Hmox2* is associated with endothelial cell activation. We isolated aortic endothelial cells from *Hmox2*^*-/-*^ and littermate control *Hmox2*^*+/+*^ mice and performed qPCR to measure expression of (A) cytokines and adhesion molecules (*il6*, *kc*, *icam1*, *vcam1*) and (B) other EC activation markers (*selp*, *nampt*) (n = 5/strain). *p<0.05.

### Loss of *Hmox2* is associated with DEGs enriched in blood coagulation, cell adhesion, cellular respiration, and cardiac muscle development and contraction in endothelial cells

To better understand the effect of sleep apnea on ECs beyond their activation in the *Hmox2*^*-/-*^ model, we performed RNA-sequencing in ECs isolated from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. 

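Libraries were made from oligo-dT-selected RNA with the strand kept, for aortic ECs of 3 *Hmox2*+/+ mice (EC WT 1 to EC WT 3) and 3 *Hmox2*-/- mice (EC KO 1 to EC KO 3). The authors pseudoaligned the reads with Kallisto. The processed values are estimated counts, effective lengths and TPM values for the same list of transcripts in each library, not normalized between libraries. The methods name GENCODE release M32 as the index. Of the 115140 transcripts (97.2%) found by stable identifier in release M39, 115126 carried a lower version than in M39. Only 620 of the 32884 genes annotated as lncRNA in M39 were listed, and *Xist* was not among the listed genes. Most lncRNA genes were therefore not measured. Transcripts that were not matched held 0.755% to 1.01% of the counts and were left out. Total estimated counts were 29996101 to 31138642 (median 30398249) in ECs of *Hmox2*+/+ mice and 26067147 to 27849501 (median 26894784) in ECs of *Hmox2*-/- mice.

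Estimated counts were summed per gene, rounded and fitted with edgeR's quasi-likelihood model after trimmed mean of M-values (TMM) normalization. A DEG had a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. These are the paper's criteria for DEGs and for GSEA. Levels are given in CPM (counts scaled to the TMM-normalized library size), as mean ± SD of the mice of a group. *Hmox2* (chromosome 16, 4544216 to 4589816, plus strand of GRCm39) was 68.7 ± 6.54 CPM in ECs of *Hmox2*+/+ mice (n = 3) and 13.6 ± 1.08 CPM in ECs of *Hmox2*-/- mice (n = 3). The *Hmox2*-/- level was 19.7% of the *Hmox2*+/+ level, with a log2 fold change of -2.34 (SE 0.13, adjusted p = 1.31e-04). The ranges did not overlap (63.9 to 76.2 and 12.6 to 14.8 CPM). The two-sided exact permutation test gave p = 0.1, the smallest p that 3 against 3 libraries allow. With TPM scaled by length in place of counts, the log2 fold change was -1.16, the alternative that moved it most. *Hmox2* shares 73.4% of its 31-base words with other genes, among them *Cdip1*, which overlaps it on the other strand, so how many of its counts come from *Hmox2* itself is uncertain.

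The Y-linked gene *Ddx3y* was 61.7 to 86.4 CPM in 4 EC libraries and 1.03 and 0.92 CPM in EC KO 2 and EC KO 3.

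**Figure D1:**
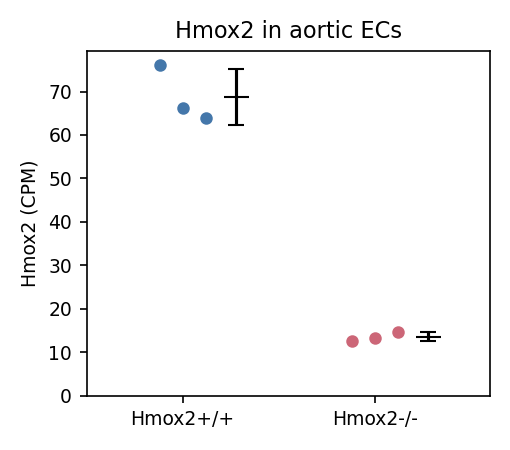
*Hmox2* in CPM for each EC library, 3 *Hmox2*+/+ and 3 *Hmox2*-/-. Points are libraries and bars are group means with SD. The *Hmox2*-/- libraries lie between 12.6 and 14.8 CPM.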

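The t-SNE plot was not redrawn, since its distances depend on its settings. In its place, distances were taken between EC libraries in log2 CPM of the 500 most variable genes. The mean distance between genotypes was 2.63 times the mean distance within them, and 2.36 to 2.98 times for the single libraries. The exact permutation test over the 10 splits of the 6 libraries gave p = 0.1 (one-sided), the smallest it can give. The first principal component carried 82.5% of the variance of these genes. With all genes kept by the filter in place of the 500, the ratio was 1.79, the alternative that moved it most.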

The t-sne plot showed good separation between samples from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice based on differentially expressed genes (DEGs) (Fig 2A). 

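Of 15301 genes tested in ECs, 825 were upregulated and 595 downregulated in *Hmox2*-/- mice at both criteria. Without the fold change criterion, 2766 genes passed (1532 higher and 1234 lower). In 1418 of the 1420 DEGs the *Hmox2*+/+ and *Hmox2*-/- libraries did not overlap. By chance this happens in 10% of genes, so it adds little with 3 libraries per group. One group had at most 3 counts in every library for 193 of the DEGs, and the fitted fold changes of these are not measured folds. Of the DEGs, 339 (23.9%) share at least 20% of their sequence words with another gene, against 15.2% of the genes tested. On simulated counts with 200 changed genes, the same steps called 196 of them and 10 unchanged genes. The changed genes were drawn above a minimum level and changed by a log2 fold change of 2. The simulation therefore does not cover changes near the criterion or genes near the floor. When the test was made against the fold change of 2 itself, 269 genes were higher and 151 lower. Without EC KO 3 the counts were 304 and 228, and 517 of the 1420 DEGs were called again. Without EC KO 2 they were 517 and 347.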

Compared to ECs from *Hmox2*^*+/+*^ mice, the expression of 255 genes was upregulated, and 200 genes were downregulated in ECs from *Hmox2*^*-/-*^ mice (Fig 2B). 

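Of 50 genes drawn in Fig 2C, 48 were DEGs, 21 higher and 27 lower in *Hmox2*-/- mice. The symbol *Rpl37rt* belongs to 2 annotated genes. The one counted did not pass and the other did, so the count depends on this choice. Adjusted over the list alone it was also 48, which is not independent evidence because the list was chosen on these libraries. *Trap1* rose from 17.0 ± 0.61 to 144 ± 6.40 CPM (log2 fold change 3.08, adjusted p = 1.39e-05). *Gdpd3* (5.26, adjusted p = 0.00102) and *Pttg1* (3.42, adjusted p = 0.00111) were also higher. *Rpl29* (-3.82, adjusted p = 2.76e-05) and *Cdip1* (-2.94, adjusted p = 9.57e-04) were lower, and they share 24.3% and 39.0% of their words with other genes. *Mup18* had no counts in *Hmox2*+/+ libraries and was at least 358-fold higher in *Hmox2*-/- libraries (adjusted p = 0.00551), but 93.2% of its words are shared. *Rps3a1* was higher (2.88) while *Rps3a2*, which has near-identical copies, was lower (-11.33), so neither change can be assigned to 1 of these genes. Of the 10 genes with the largest change in each direction, all but *Gm3188* and *Gm2707* share at least 41.1% of their words with other genes.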

Fig 2C shows the top 50 differentially expressed genes in ECs between *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. 

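No GO annotation was used here. Hand-written gene lists, fixed before the data were examined, were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 10 lists. List medians are log2 fold changes relative to the median of all genes. The blood coagulation list (42 of 58 genes tested) had a median of 0.53 (adjusted p = 0.00380), with 26 genes higher and 16 lower in *Hmox2*-/- mice. Of these, 15 had an adjusted p of at most 0.05 over all genes, and 23 adjusted over the list alone. *Pf4* rose from 15.8 ± 4.21 to 38.9 ± 13.1 CPM (1.30, adjusted p = 0.0202). Without EC WT 1 or EC WT 2 its adjusted p was 0.0638 and 0.0554. *Vwf* (0.70, adjusted p = 0.0758) and *Thbd* (0.65, adjusted p = 0.0797) did not pass, and passed without EC WT 3 (0.0335 and 0.0125) and with DESeq2 (0.00737 and 0.0276). *Vwf* also passed with length-scaled TPM (0.0316) and *Thbd* with the replicate block (0.0280). The cell adhesion list (41 genes tested) had a median of 0.28 (adjusted p = 0.0169), with 28 genes higher. Without EC WT 2 its median was 0.20 and it did not pass (adjusted p = 0.104). The EC activation list (16 of 20 genes tested) had a median of 0.63 (adjusted p = 0.0169), with 13 genes higher. With limma's fry in place of camera, these 3 lists did not pass (adjusted p = 0.0775 to 0.0859). With the correlation estimated from the data, no EC list passed (adjusted p = 0.0657 to 0.950). A hand-written list of 15 endothelium marker genes was also higher (median 0.57, camera, adjusted p = 0.00232, and 0.0853 under fry). These values therefore do not tell a rise within ECs from a larger share of endothelial RNA. Lists for hemostasis, cytokine production and immune response were not analysed here.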

Gene ontology biological processes (GO_BP) enrichment analysis showed that blood coagulation, hemostasis, positive regulation of cytokine production, activation of immune response and positive regulation of cell adhesion were activated in ECs from *Hmox2*^*-/-*^ mice (Fig 2D). In contrast, oxidative phosphorylation and cellular respiration were processes that were downregulated in ECs from *Hmox2*^*-/-*^ mice. 

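The list of 75 nuclear-encoded oxidative phosphorylation genes had a median of -0.53 in *Hmox2*-/- ECs (camera, adjusted p = 3.27e-14). Of these genes 74 were lower, 16 with an adjusted p of at most 0.05 over all genes and 40 adjusted over the list alone. Only 1 reached the fold change criterion. The mitochondrial translation list of 86 genes had a median of -0.34 (adjusted p = 9.50e-10), with 83 genes lower. Under fry the adjusted p-values were 0.0775 and 0.107. None of the 13 mitochondrially encoded genes was a DEG in ECs. Their share of counts was 19.4% to 30.7% in *Hmox2*+/+ and 24.1% to 30.9% in *Hmox2*-/- libraries.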

Interestingly, muscle contraction and heart contraction were also processes that were downregulated. 

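In ECs the cardiac muscle contraction list of 36 genes had a median of -2.95 (camera, adjusted p = 7.61e-11, and 0.0122 under fry), with 32 genes lower. With 3 genes at their lower bounds the median stayed at -2.95. Adjusted over all genes 30 of the list passed, and 32 adjusted over the list alone. *Myl2* fell from 53.0 ± 55.3 to 0.11 ± 0.13 CPM (-8.85, adjusted p = 0.00539) and *Tnnt2* from 40.3 ± 28.9 to 0.48 ± 0.17 CPM (-6.39, adjusted p = 0.00240). *Actc1* (-4.49, adjusted p = 0.00720) and *Ckm* (-5.61, adjusted p = 1.66e-04) were also lower. The *Hmox2*+/+ libraries differed from each other in these genes. *Myl2* was 12.8, 116 and 30.0 CPM in EC WT 1, EC WT 2 and EC WT 3.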

Similar processes and pathways were identified using the gene set enrichment analysis (GSEA) of DEGs in ECs from *Hmox2*^*-/-*^ mice including cellular respiration, oxidative phosphorylation, blood circulation, cardiac muscle cell development and muscle contraction, and ribonucleotide metabolic processes. Additionally, enrichment analysis of DEGs across GO, KEGG and MGI_phenotype multiple datasets by Enrichr-KG tool also significantly identified cardiomyopathy and oxidative phosphorylation KEGG pathways and abnormal glucose homeostasis MGI-Mouse phenotype along with the above stated GO terms (S3 Fig). These results suggested that ECs from *Hmox2*^*-/-*^ mice, a model of sleep apnea, have a significant number of induced DEGs enriched in coagulation and cell adhesion, further supporting EC activation, and repressed DEGs enriched in cellular respiration and, oxidative phosphorylation. 

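The cardiac muscle development list (40 of 42 genes tested in ECs) had a median of -0.96 (camera, adjusted p = 2.70e-05, and 0.00241 under fry), with 29 genes lower and 11 higher. The median stayed at -0.96 with 2 genes at their lower bounds. Of the list 20 genes passed adjusted over all genes, and 21 adjusted over the list alone. *Tbx20* (-3.07, adjusted p = 0.00651), *Gata4* (-2.60, adjusted p = 0.0267) and *Tbx5* (-2.14, adjusted p = 0.0378) were lower, each under 4 CPM in the *Hmox2*+/+ mean. *Mef2c* did not change (0.27, adjusted p = 0.272).

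**Figure D2:**
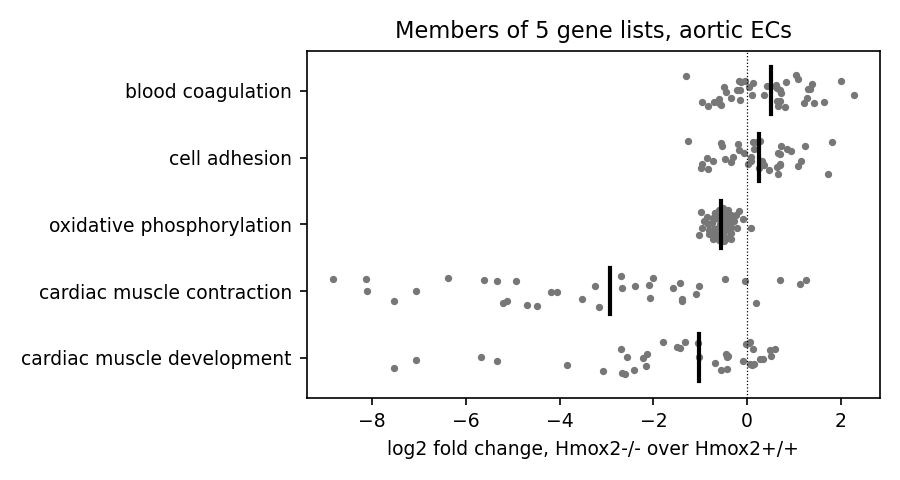
Log2 fold change (*Hmox2*-/- against *Hmox2*+/+, n = 3 each) in ECs for each gene of the tested lists. Points are genes and bars are list medians. The cardiac muscle contraction list lies lowest, and some of its genes are near the floor in *Hmox2*-/- libraries, where the fitted value is not a measured fold.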

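At the threshold of S3 Fig (p of at most 0.05, read here as unadjusted, and absolute log2 fold change of at least 1), 1113 genes were higher and 854 lower in *Hmox2*-/- ECs. Among 15301 genes tested, 29 of 36 cardiac muscle contraction genes (80.6%) were in the lower group, against 5.58% of all genes (two-sided Fisher's exact test, adjusted p = 2.63e-29 over 16 tests). The share for cardiac muscle development was 18 of 40 genes (45.0%, adjusted p = 6.56e-12). For oxidative phosphorylation it was 1 of 75 genes (1.33%, adjusted p = 0.231), since most of these genes fell by less than the fold change criterion. No oxidative phosphorylation gene was in the higher group, which holds 7.27% of all genes (adjusted p = 0.0246). The MGI phenotype terms were not analysed here.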

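From higher coagulation and adhesion genes the paper reads a further sign of EC activation, beside its qPCR of activation genes. For the repressed genes it names both respiration and oxidative phosphorylation as enriched terms.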

Surprisingly, ECs from *Hmox2*^*-/-*^ mice have a significant number of DEGs enriched in cardiac muscle development and contraction.

**Fig 2:**
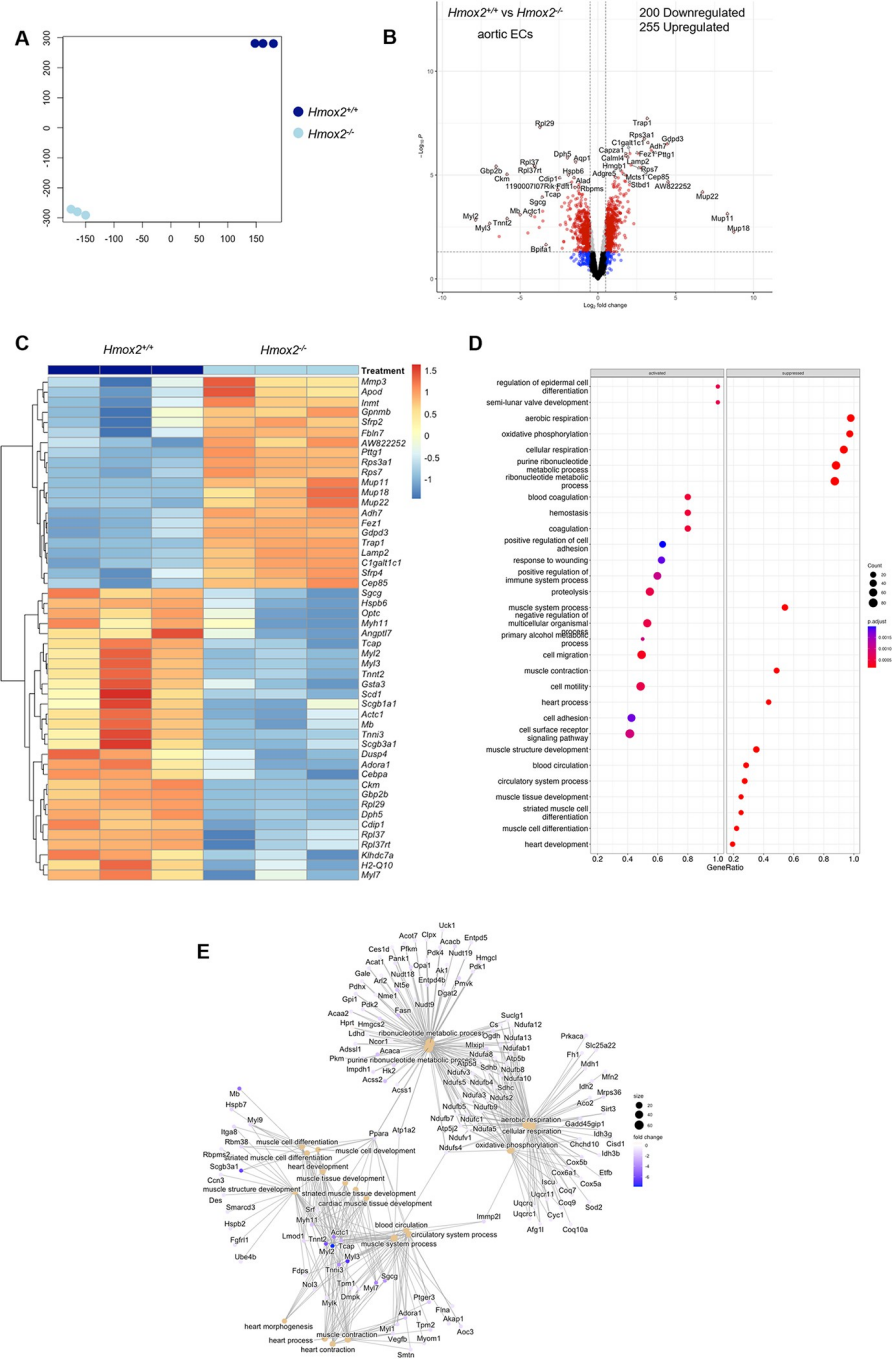
Transcriptional changes in aortic endothelial cells in *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. RNA-sequencing was performed on aortic ECs collected from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice (n = 3/strain). **(A)** Similarity level of high dimensional data of differentially expressed genes (DEGs) in aortic ECs from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice visualized by t-sne plot of Log_2_ fold (LogFC) changes. **(B)** Volcano plot of DEGs (6151) and top significantly differentially regulated (255 up and 200 down) genes in *Hmox2*^*-/-*^. **(C)** Heat map of the top 50 significantly DEGs in aortic ECs. **(D)** Significantly activated and suppressed enriched gene sets of Gene ontology biological processes (GO_BP) terms enriched based on the significantly activated and suppressed genes in heart tissue. **(E)** Gene network associated with the identified biological processes in heart tissue. Gene set enrichment analysis (GSEA) parameters for significance were set to absolute fold change ≥2 and FDR adjusted p-value≤0.05 between *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^. Source data for RNA-seq are accessible via GEO (GSE230725). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230725.

### Loss of *Hmox2* is associated with DEGs enriched in mitochondrial translation, oxidative phosphorylation and cardiac muscle development in heart tissue

Surprisingly, the transcriptomic analysis of ECs showed reduced expression of genes in cardiac muscle development and contraction in *Hmox2*^*-/-*^ mice. Consistent with our data, a recent study in which the investigators performed single cell RNA-sequencing on mouse aorta reported the presence of a cluster of aortic ECs which express high levels of troponin and other myocyte markers [48]. These findings led us to perform RNA-sequencing in heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. 

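Heart libraries were prepared and processed like the EC libraries. The legend of Fig 3 gives 3 mice per strain, while the heat map and the sample labels show 4 *Hmox2*+/+ hearts (heart WT 1 to heart WT 4) and 3 *Hmox2*-/- hearts (heart KO 1 to heart KO 3). All 7 were used. Heart WT 1 had 7268626 total estimated counts. The other *Hmox2*+/+ hearts had up to 31619776 (median of the 4 hearts 29861174), and *Hmox2*-/- hearts 29926774 to 30907132 (median 30560343). Normalization, tests and criteria were those used for ECs. *Hmox2* was 39.8 ± 2.26 CPM in *Hmox2*+/+ hearts (n = 4) and 8.08 ± 0.72 CPM in *Hmox2*-/- hearts (n = 3), which is 20.3% of the *Hmox2*+/+ level. Its log2 fold change was -2.30 (SE 0.11, adjusted p = 1.58e-07), and the ranges of 37.3 to 42.5 and 7.53 to 8.90 CPM did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p possible). With length-scaled TPM the change in *Hmox2* was -1.09. The overlap with *Cdip1* leaves this count uncertain too.

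**Figure D3:**
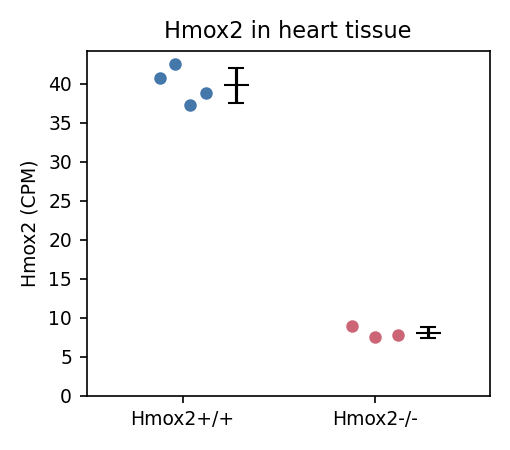
*Hmox2* in CPM for each heart library, 4 *Hmox2*+/+ and 3 *Hmox2*-/-. Points are libraries and bars are group means with SD. All 4 *Hmox2*+/+ hearts lie above 37 CPM and all 3 *Hmox2*-/- hearts below 9 CPM.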

We confirmed the loss of *Hmox2* gene in heart tissue isolated from *Hmox2*^*-/-*^ mice (S2 Fig and S1 Text). 

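For heart libraries the mean distance between genotypes was 1.74 times the mean distance within them (1.53 to 2.05 for single libraries). This was the highest of the 35 splits of 7 libraries (exact permutation test, one-sided, p = 0.0286). The first principal component carried 62.4% of the variance. Without heart WT 1, the library of lower depth, the ratio was 2.02.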

The t-sne plot showed good separation between samples from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice based on differentially expressed genes (DEGs) (Fig 3A). 

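In heart tissue 13816 genes were tested, and 368 were upregulated and 559 downregulated in *Hmox2*-/- mice. Without the fold change criterion, 4618 genes passed (2380 higher and 2238 lower). Leaving out 1 library moved this number to between 2888 (without heart KO 2) and 5686 (without heart KO 3). With the replicate block it was 2899. The libraries of the 2 genotypes did not overlap in 857 of the 927 DEGs, against 5.71% of genes by chance. In 48 DEGs 1 group was at the floor of 3 counts. Of the DEGs, 282 (30.4%) share at least 20% of their words with another gene, against 14.9% of the genes tested. Simulated counts with 200 genes changed in the same way as for ECs gave 200 calls among them and 4 among the others. Tested against the fold change of 2 itself, 84 genes were higher and 105 lower. Without heart KO 3 the number of higher genes was 560. With an offset for gene length and GC content, chosen after the data were seen, 303 of the 927 DEGs were no longer called.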

Compared to heart tissue from *Hmox2*^*+/+*^ mice, the expression of 479 genes was upregulated, and 332 genes were downregulated in heart tissue from *Hmox2*^*-/-*^ mice (Fig 3B). 

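All 50 genes drawn in Fig 3C were DEGs in heart tissue, 22 higher and 28 lower, and 12 of them share at least 20% of their words with another gene. *Trap1* rose from 6.25 ± 0.89 to 165 ± 9.37 CPM (4.69, adjusted p = 2.00e-09). *Pttg1* (5.33, adjusted p = 3.47e-09) and *Gdpd3* (5.92, adjusted p = 3.19e-08) were higher. *Kcnj14* was also higher (6.58, adjusted p = 3.14e-08), with 35.5% of its words shared. *Nppa* fell from 577 ± 76.2 to 260 ± 83.6 CPM (-1.15, adjusted p = 0.00192), and *Acta1* (-1.44, adjusted p = 0.00315) and *Nnt* (-1.42, adjusted p = 1.52e-04) were lower. *Hadh* (-1.46, adjusted p = 1.90e-06) and *Dbp* (-1.66, adjusted p = 1.59e-04) were lower. *Hbb-bs* was higher (2.31, adjusted p = 4.20e-05), with 51.9% of its words shared. Of the 20 genes with the largest changes, the largest with under 20% of its words shared was *Ighg2c*, which had no counts in *Hmox2*+/+ hearts and was at least 33.5-fold higher in *Hmox2*-/- hearts (adjusted p = 1.70e-05).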

Fig 3C shows the top 50 DEGs in heart tissue between *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. 

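The mitochondrial translation list had a median of 0.59 in *Hmox2*-/- hearts (camera, adjusted p = 5.03e-21), with 84 of 86 genes higher, 74 of them passing adjusted over all genes and 79 adjusted over the list alone. The nuclear-encoded oxidative phosphorylation list had a median of 0.60 (adjusted p = 4.33e-20), with 73 of 75 genes higher, 64 passing adjusted over all genes and 69 adjusted over the list alone. In each list 3 genes reached the fold change criterion. After the trend with gene length and GC content was removed, an alternative chosen after the data were seen, the medians were 0.31 and 0.14, and both lists passed. The 13 mitochondrially encoded genes moved the other way. All 13 were lower with an adjusted p of at most 0.05, and their share of counts was 37.6% to 44.3% in *Hmox2*+/+ hearts and 22.6% to 27.2% in *Hmox2*-/- hearts.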

GO_BP enrichment analysis showed that mitochondrial translation, mitochondrial gene expression, aerobic respiration as well as nucleoside triphosphate biosynthetic process were activated in heart tissue from *Hmox2*^*-/-*^ mice (Fig 3D). 

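The 42 cardiac muscle development genes had a median of -0.31 in *Hmox2*-/- hearts (camera, adjusted p = 0.00239), with 31 genes lower and 11 higher. Adjusted over all genes 23 passed (19 lower and 4 higher), and 29 adjusted over the list alone. The fold change criterion was met by 3. After the trend with gene length and GC content was removed, an alternative chosen later, the list median was -0.26 (camera, adjusted p = 0.00729). With that trend left in, *Ttn* was lower (-1.53, adjusted p = 0.00153). *Tbx20* (-0.54, adjusted p = 0.0123), *Mef2c* (-0.61, adjusted p = 0.0106) and *Myh7* (-0.62, adjusted p = 0.00400) were lower, and *Myh7* shares over 20% of its words with other genes. *Gata4* did not change (-0.12, adjusted p = 0.398).

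**Figure D4:**
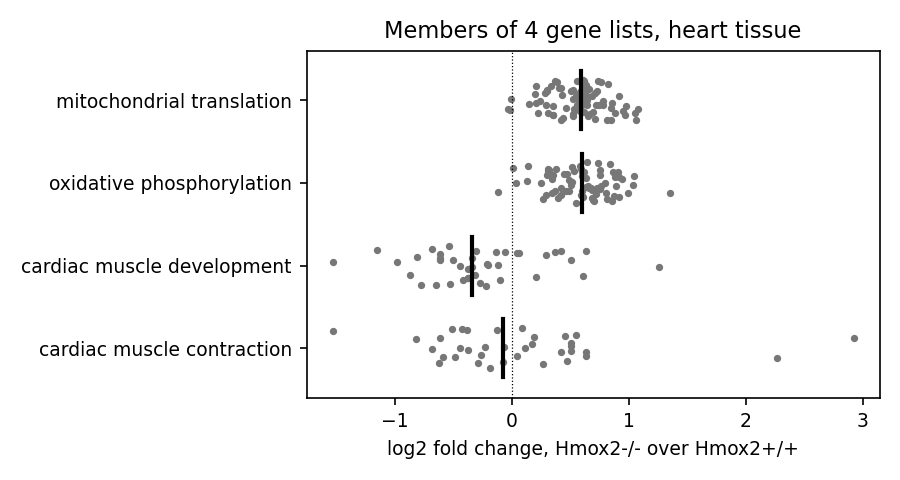
Log2 fold change (*Hmox2*-/-, n = 3, against *Hmox2*+/+, n = 4) in heart tissue for each gene of the tested lists. Points are genes and bars are list medians. The oxidative phosphorylation and mitochondrial translation lists lie above 0, and the cardiac muscle development list lies below it.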

Similar to ECs, cardiac muscle development was one of the processes downregulated in heart tissue from *Hmox2*^*-/-*^ mice (Fig 3D). GSEA of DEGs showed again mitochondrial translation, oxidative phosphorylation, and cardiac muscle development as pathways enriched in heart tissues from *Hmox2*^*-/-*^ mice. 

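Under fry the heart lists for cardiac muscle development, mitochondrial translation and oxidative phosphorylation passed (adjusted p = 0.0165 for each). With an estimated correlation none did, with adjusted p-values of 0.375 or more. The paper sets these processes beside those named for ECs and reads them as similar in the 2 tissues. In the data the oxidative phosphorylation and mitochondrial translation lists were lower in ECs and higher in heart tissue.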

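At the threshold of S4 Fig (absolute log2 fold change of at least 1, with its p again taken as unadjusted), 421 genes were higher and 652 lower in *Hmox2*-/- hearts. None of the 4 lists compared (contraction, development, mitochondrial translation and oxidative phosphorylation) differed from all genes in these shares. For mitochondrial translation 3 of 86 genes (3.49%) were in the higher group, against 3.05% of all genes (two-sided Fisher's exact test, adjusted p = 0.996). For cardiac muscle development 2 of 42 genes (4.76%) were in the lower group, against 4.72% of all genes. The cardiac muscle contraction list had a median of -0.07 (camera, adjusted p = 0.808), with 17 genes higher and 19 lower. Its 20 genes that passed adjusted over all genes went both ways, 11 higher and 9 lower.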

MGI-Mouse Phenotype terms of decreased skeletal muscle fiber diameter, abnormal muscle physiology and decreased cardiac muscle contractility were notably associated with the loss of *Hmox2* by the enrichment analysis with Enrichr-KG tool (S4 Fig), These results suggested that heart from *Hmox2*^*-/-*^ mice have a significant number of DEGs enriched in mitochondrial translation, oxidative phosphorylation and cardiac muscle development, which are similar to those we found in ECs.

**Fig 3:**
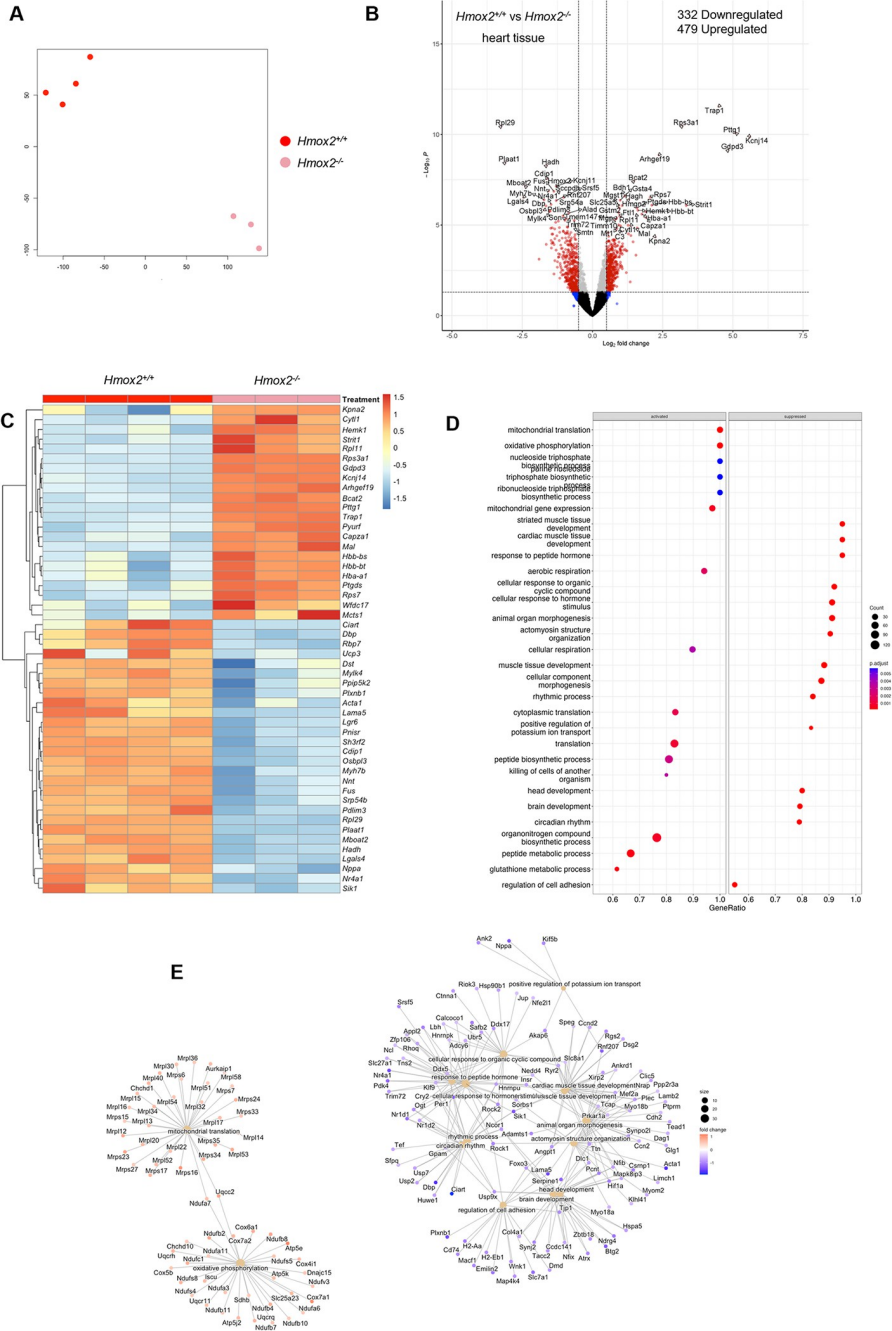
Transcriptional changes in heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. RNA-sequencing was performed on heart tissues that were collected from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice (n = 3/strain). **(A)** Similarity level of high dimensional data of DEGs in heart tissues from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice visualized by t-sne plot of Log_2_ fold (LogFC) changes. **(B)** Volcano plot of DEGs (4422) and top significantly differentially regulated (479 up and 332 down) genes in *Hmox2*^*-/-*^. **(C)** Heat map of top 50 significant DEGs in heart tissue. **(D)** Gene ontology biological processes (GO_BP) terms enriched based on the significantly activated and suppressed genes in heart tissue. **(E)** Gene network associated with the identified biological processes in heart tissue. Gene set enrichment analysis (GSEA) parameters for significance were set to absolute fold change ≥2 and FDR adjusted p-value≤0.05 between *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^. Source data for RNA-seq are accessible via GEO (GSE230725). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230725.

### Shared pathway footprints and transcriptional regulation of gene expression in aortic ECs and heart tissue in *Hmox2*^-/-^ mice

Transcriptome profiles from aortic ECs and heart tissue from *Hmox2*^*-/-*^ mice in comparison with their wild-type control littermates were very similar in terms of their GO_BP enrichments (Figs 2D and 3D). In addition, there were common genes in top 50 DEG sets between ECs and heart (Figs 2C and 3C). These findings suggested that these two RNA expression data from two different sources of the cardiovascular system might share common cellular network footprints in *Hmox2*^*-/-*^ mice. Therefore, we analyzed aortic ECs and heart tissue RNA expression profiles in combination. t-SNE analysis of RNAseq read counts from ECs and heart tissue from *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^ mice showed that gene expression profiles were linearly separable for all 4 groups (Fig 4A). 

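Whether *Hmox2* deletion had the same effect in both tissues was tested with a tissue by genotype interaction in 1 edgeR model of 13 libraries. *Ddx3y* was 1.03 and 0.92 CPM in EC KO 2 and EC KO 3 and at least 37.0 CPM in every heart library. A difference in sex or in cell content among the EC libraries would enter this interaction beside genotype. The interaction passed both criteria for 2456 of 15938 genes, and 4596 passed without the fold change criterion. A positive list median here means a change that is higher in heart tissue than in ECs. It was 1.20 for oxidative phosphorylation (75 of 75 genes positive, camera, adjusted p = 1.47e-27) and 0.98 for mitochondrial translation (86 of 86 genes, adjusted p = 7.92e-26). For cardiac muscle contraction it was 2.95 (adjusted p = 2.42e-09) and for cardiac muscle development 0.95 (adjusted p = 0.0149). The lists for coagulation (0.02), cell adhesion (-0.16) and EC activation (0.04) did not differ between the tissues (adjusted p = 0.480, 0.394 and 0.733). The 4 lists that differed also passed under fry (adjusted p = 8.91e-04 to 0.00213), and none passed with an estimated correlation (adjusted p = 0.180). Across the 13351 genes tested in both tissues, Spearman's rho of the log2 fold changes was -0.077, a value across genes, which are not independent replicates.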

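The genes drawn in both figures were *Pttg1*, *Rps3a1*, *Rps7*, *Gdpd3*, *Trap1*, *Rpl29* and *Cdip1*. All 7 changed in the same direction in ECs and heart tissue. Of these, *Rps3a1* (76.9%), *Rps7* (30.6%), *Cdip1* and *Rpl29* share at least 20% of their words with other genes. *Trap1* and *Cdip1* lie within 1 Mb of *Hmox2*. Among the 50 DEGs with the smallest p-values in each tissue here, 17 genes were in both.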

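In log2 CPM of all 13 libraries, the first principal component carried 87.1% of the variance of the 500 most variable genes and parted ECs from heart tissue. The second carried 6.48% and parted the genotypes in both. The mean distance between EC WT and EC KO libraries was 63.7 (60.1 to 68.4), against 28.2 within EC WT and 23.8 within EC KO. Between heart WT and heart KO it was 49.2 (44.2 to 52.9), against 27.2 and 24.7 within them. No library lay closer to another group than to its own. Distances between the tissues were 143 to 174. With tissue as a term, 541 of 15938 genes had a genotype effect common to both tissues (261 higher and 280 lower in *Hmox2*-/- mice). With the replicate numbers as a block it was 223 genes.

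**Figure D5:**
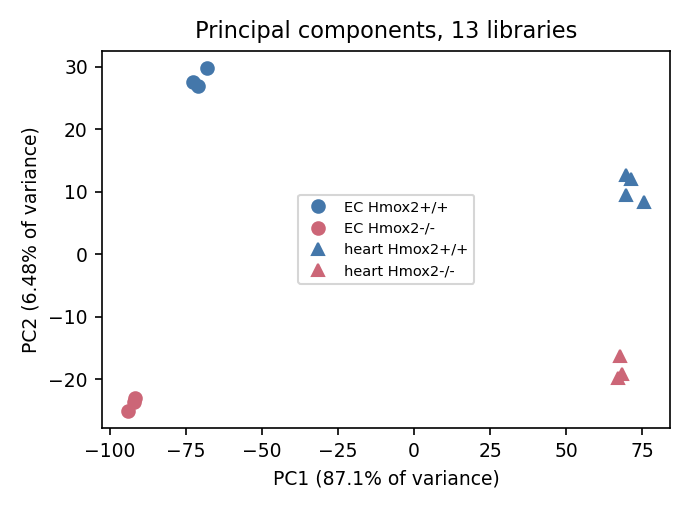
The first 2 principal components of log2 CPM (500 most variable genes) for 13 libraries, with the percent of variance on the axes. Points are libraries: 3 EC WT, 3 EC KO, 4 heart WT and 3 heart KO. The first axis (87.1%) parts the tissues and the second (6.48%) the genotypes.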

206 DEGs were common in ECs and heart tissue when *Hmox2*^*-/-*^ compared to their *Hmox2*^*+/+*^ littermates (Fig 4B). 

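At the criteria of Fig 4B (p under 0.05, read here as unadjusted, and absolute log2 fold change of at least 0.5), 3205 EC genes and 3407 heart genes passed among the 13351 genes tested in both tissues. They had 1086 genes in common, 1.33 times the 818 that independent groups would share. At an adjusted p of at most 0.05 and a log2 fold change of at least 1, 215 genes passed in both tissues, against 57.5 for independent groups.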

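Of the 1086 common genes, 504 (46.4%) changed in the same direction in ECs and heart tissue, 236 higher and 268 lower in both. Independent signs would give 50.0%. Another 271 were higher in ECs and lower in heart tissue, and 311 were lower in ECs and higher in heart tissue. Among the 215 genes that passed the stricter criteria, 124 (57.7%) changed in the same direction. Without EC KO 3 the share among all common genes was 53.4%. Among the 50 common genes with the smallest p-values, 44 changed in the same direction. Of the genes drawn in Fig 4C, 48 were tested in both tissues, 46 passed in both and 38 had the same direction. *Cox6a1* (-0.96 in ECs, 1.00 in heart tissue) and *Gpx4* (-0.98 and 1.14, with 39.0% of its words shared) are drawn in Fig 4C and changed in opposite directions.

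**Figure D6:**
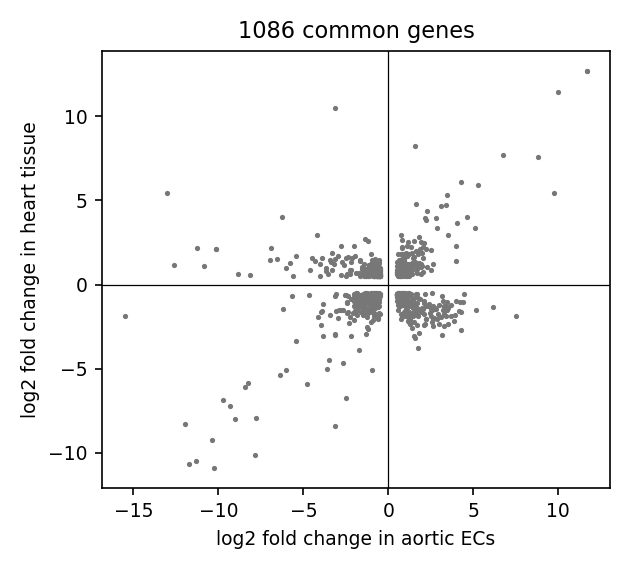
Log2 fold change (*Hmox2*-/- against *Hmox2*+/+) in heart tissue against that in ECs for the 1086 common genes. Points are genes. The 4 quadrants hold 236, 268, 271 and 311 genes.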

The majority of the top 50 common DEGs had parallel expression regulation (Fig 4C). These findings suggest that deletion of *Hmox2* might have common cellular network footprints on aortic ECs and heart tissue.

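The paper's reasoning runs from shared GO terms and shared top genes to a combined comparison. From the common DEGs and their parallel regulation it proposes common footprints in the 2 tissues.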

**Fig 4:**
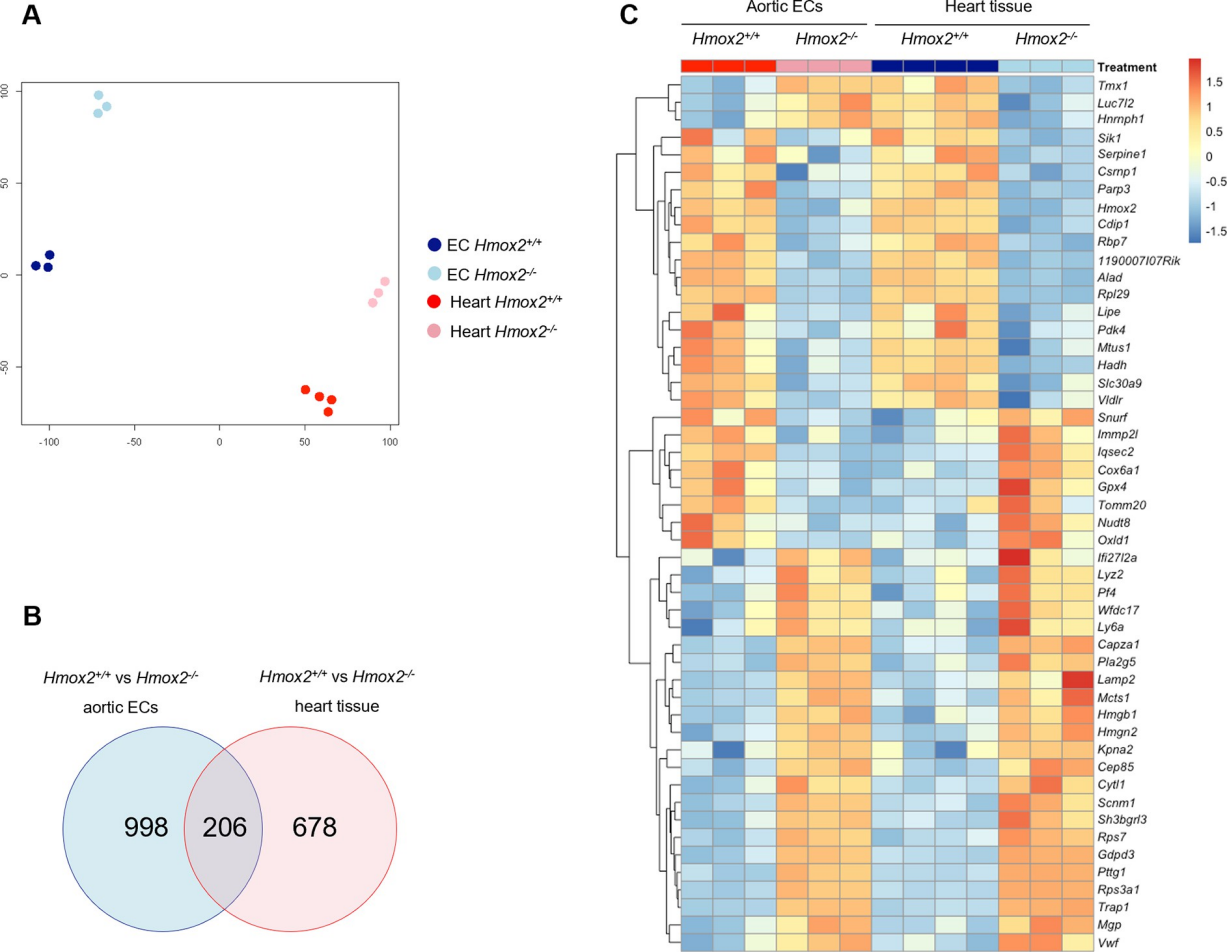
Combined gene expression analysis of aortic ECs and heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. Read counts both from aortic ECs and heart tissue from *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^ mice were analyzed in combination. **(A)** Similarity level of high dimensional data of differentially expressed genes (DEGs) in aortic ECs from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice and heart tissues from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice visualized by t-sne plot of Log_2_ fold (LogFC) changes. **(B)** Venn diagram of significant DEGs (logFC > = 0.5 p-value<0.05) in aortic ECs and heart tissue from *Hmox2*^*+/+*^ vs. *Hmox2*^*-/-*^ mice. **(C)** Heat map of top 50 genes from shared 206 DEGs between aortic ECs and heart tissue.

We used the functional genomics tool PROGENy to analyze the transcriptional regulation of signaling pathways. PROGENy prioritizes the most responsive genes upon corresponding pathway perturbation as “footprint gene sets” rather than the number of genes involved in the pathway [49, 50]. 

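PROGENy was not run here. Short hand-written lists of hypoxia, p53 and WNT target genes were tested on the genotype effect common to both tissues. Their medians were -0.05 (hypoxia, 40 genes), 0.02 (p53, 33 genes) and -0.06 (WNT, 24 genes), and none passed (camera, adjusted p = 0.795, 0.535 and 0.716). The sign of each median changed with the processing. Without a filter the hypoxia median was 0.01, and with the replicate block the p53 median was -0.004 and the WNT median 0.01. Taken by tissue, the hypoxia list had a median of -0.38 in ECs (adjusted p = 0.0680) and 0.21 in heart tissue (adjusted p = 0.0352), and its interaction median of 0.55 passed (adjusted p = 0.0175). The p53 list (-0.08 and 0.08) and the WNT list (0.09 and 0.14) did not pass in ECs or heart tissue (adjusted p = 0.202 to 0.941). Lists for the other PROGENy pathways were not analysed here.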

While PI3K, Estrogen, Trail, VEGF and EGFR, cellular survival pathway footprints were activated, Hypoxia, p53, WINT cellular stress response pathway footprints were downregulated with the deletion of *Hmox2* (Fig 5A). These findings obtained from mice on room air and not under oxygen-related stress support a molecular sensory function of *Hmox2* and a role for this gene in sensing environmental stress.

**Fig 5:**
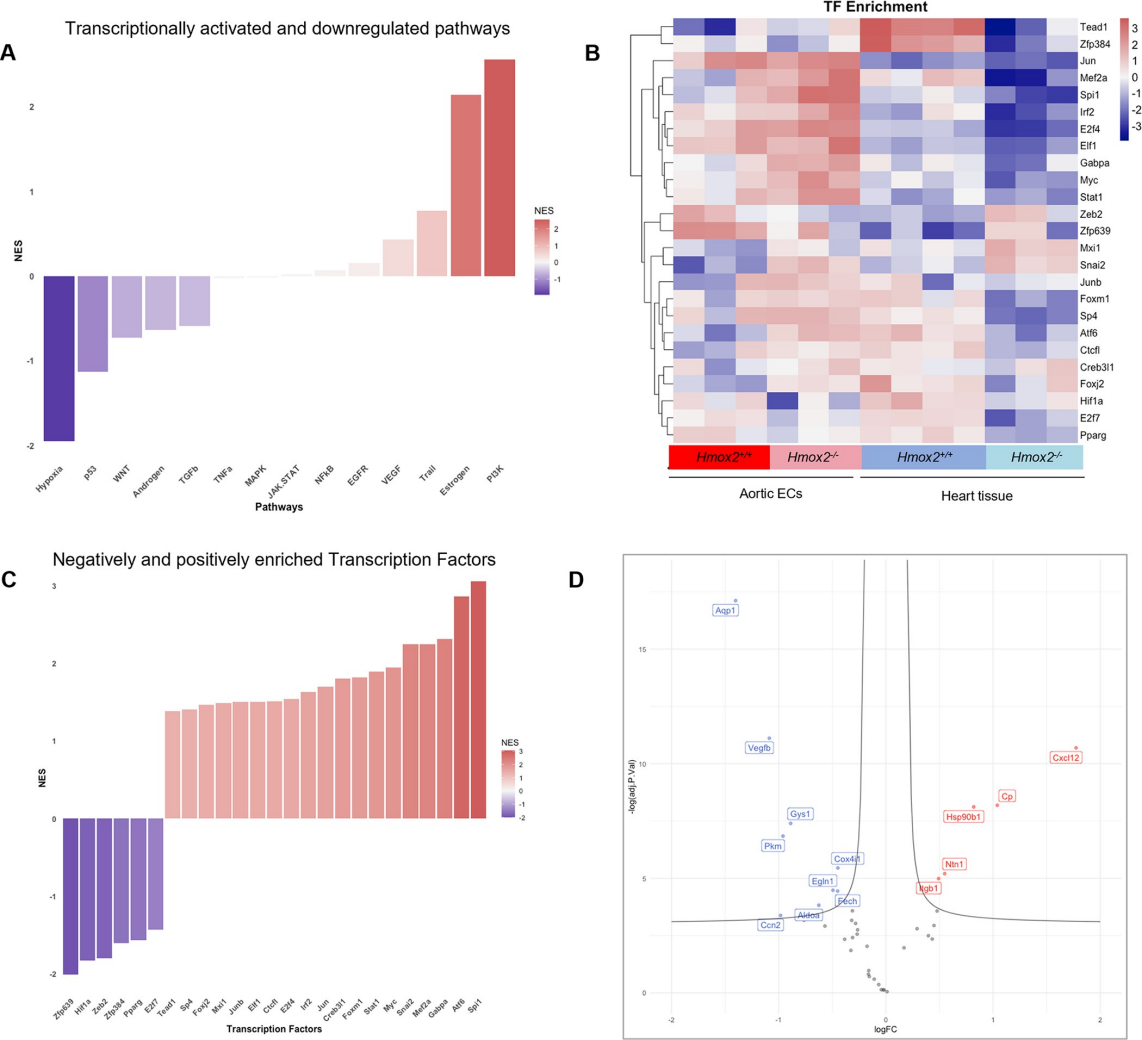
Shared gene alteration dependent gene regulatory network analysis of aortic ECs and heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. **(A)** Significantly upregulated and downregulated PROGENy pathways. The color legend indicates the degree of enrichment. Normalized enrichment score: NES **(B)** Transcription factor (TF)-target gene interactions computed with DoRothEA R tool shown as TF enrichment. **(C)** Negatively and positively enriched TFs. The color legend indicates TF activity. **(D)** Volcano plots of *Hif1a* regulated targets for both aortic ECs and heart tissue in *Hmox2*^*-/-*^ mice.

Transcription factor (TF) activities of *Hmox2*^*-/-*^ mice were investigated to support cellular network footprints. Transcription factor (TF) activities were analyzed with DoRothEA TF-target interactions (regulons) tool and TF activities were inferred in parallel with pathway footprints (Fig 5B). 

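The transcript of *Hif1a* itself was 71.5 ± 4.27 CPM in *Hmox2*+/+ ECs and 82.3 ± 10.2 CPM in *Hmox2*-/- ECs (log2 fold change 0.20, adjusted p = 0.283). In heart tissue *Hif1a* fell from 78.3 ± 9.92 to 43.1 ± 1.54 CPM (-0.86, adjusted p = 3.78e-04). A transcript level is not a measure of transcription factor activity, and DoRothEA was not run here.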

Consistent with downregulation of hypoxia-associated pathways, transcription factor activity of hypoxia response gene *Hif1a* was significantly reduced in *Hmox2*^*-/-*^ tissues (Fig 5C). *Hif1a* target genes were significantly downregulated while TFs target genes involved in cell survival were upregulated when both *Hmox2*^*-/-*^ mice ECs and heart tissue transcriptome profiles analyzed in combination (Fig 5D).

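The 9 genes drawn as lower in Fig 5D had a median of -0.42 in the combined comparison (8 of 9 lower, camera, adjusted p = 0.0653). In ECs the median was -1.05 (9 of 9 lower, adjusted p = 4.41e-05). In heart tissue it was 0.22 (8 of 9 higher, adjusted p = 0.0651), and the interaction was 1.33 (adjusted p = 7.74e-06). Under fry the heart median passed (adjusted p = 0.0102) and the combined median did not (0.155). With an estimated correlation neither passed (0.444 and 0.607). The 5 genes drawn as higher had a combined median of 0.07 (adjusted p = 0.236). By tissue it was 0.65 in ECs (5 of 5 higher, adjusted p = 0.0142) and -0.08 in heart tissue. These lists were chosen by the study on these libraries, so the EC values are not independent evidence. *Aqp1* (-1.54, adjusted p = 0.00130) and *Vegfb* (-1.29, adjusted p = 0.0106) were DEGs in ECs. In heart tissue *Aqp1* did not change (0.23, adjusted p = 0.146) and *Vegfb* was higher (0.33, adjusted p = 0.0308). *Vegfb* did not pass in ECs without EC KO 3 (adjusted p = 0.0565), nor in heart tissue without heart WT 1, heart WT 3, heart WT 4 or heart KO 2 (0.0605 to 0.135). With the replicate block *Vegfb* did not pass in heart tissue either (0.0545). *Cxcl12* was higher in ECs (1.09, adjusted p = 0.0482, and 0.0830 to 0.132 without any 1 of EC WT 1, EC WT 2, EC KO 1, EC KO 2 or EC KO 3) and did not change in heart tissue (0.06, adjusted p = 0.743). From the combined comparison the paper reads reduced *Hif1a* signalling with *Hmox2* deletion, alongside its pathway footprints.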

### *Hmox2*^*-/-*^ mice develop progressive cardiomyopathy

Since heart tissue from *Hmox2*^*-/-*^ mice showed decreased expression of genes involved in cardiac muscle development, we evaluated cardiac structure and function of these mice by using echocardiographic images. Left ventricle (LV) chamber size, wall thickness and systolic function were measured. Young (6–8 weeks old) or aged (6 months old) *Hmox2*^*-/-*^ mice developed significant LV dilation as shown by increased LV end diastolic diameter and LV end systolic diameter compared to *Hmox2*^*+/+*^ heart (n = 3 in each group, p<0.05 for all groups) (Fig 6A). This was associated with LV systolic dysfunction. As a marker of cardiac contractility, LV ejection fraction was significantly reduced in hearts of young (70.08±1.76%) and aged (29.46±2.59%) *Hmox2*^*-/-*^ mice versus hearts in *Hmox2*^*+/+*^ mice (86.43±2.03% in young and 61.06±2.95) (n = 3 in each group, p<0.05 for all groups). In parallel, we found that LV posterior wall thickness and interventricular septum thickness in young and aged *Hmox2*^*-/-*^ hearts were decreased. LV ejection fraction was significantly worsened through aging process of *Hmox2*^*-/-*^ mice. Also, LV dilation (systolic and diastolic) and wall thickness were deteriorated with aging of *Hmox2*^*-/-*^ mice. Thus, these morphological changes in *Hmox2*^*-/-*^ hearts were consistent with dilated cardiomyopathy and heart failure with reduced ejection fraction. We also studied cardiac electrical properties in all mice by analyzing ECG characteristics. Young *Hmox2*^*-/-*^ mice showed similar heart rate compared to *Hmox2*^*+/+*^ mice; however, ECG recordings showed higher heart rate in aged *Hmox2*^*-/-*^ mice. This increase in heart rate was likely due to reduced LV ejection fraction and cardiomyopathy. There was atrioventricular conduction delay in young and aged *Hmox2*^*-/-*^ mice as reflected by prolonged PR interval; however, QRS duration was comparable in *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^. Hearts from young and aged *Hmox2*^*-/-*^ mice showed a repolarization abnormality with shorter QT interval compared to hearts from control mice. These results are consistent with the development of dilated cardiomyopathy in *Hmox2*^*-/-*^ mice and are also in agreement with the transcriptomic data showing DEGs enriched in cardiac muscle development.

**Fig 6:**
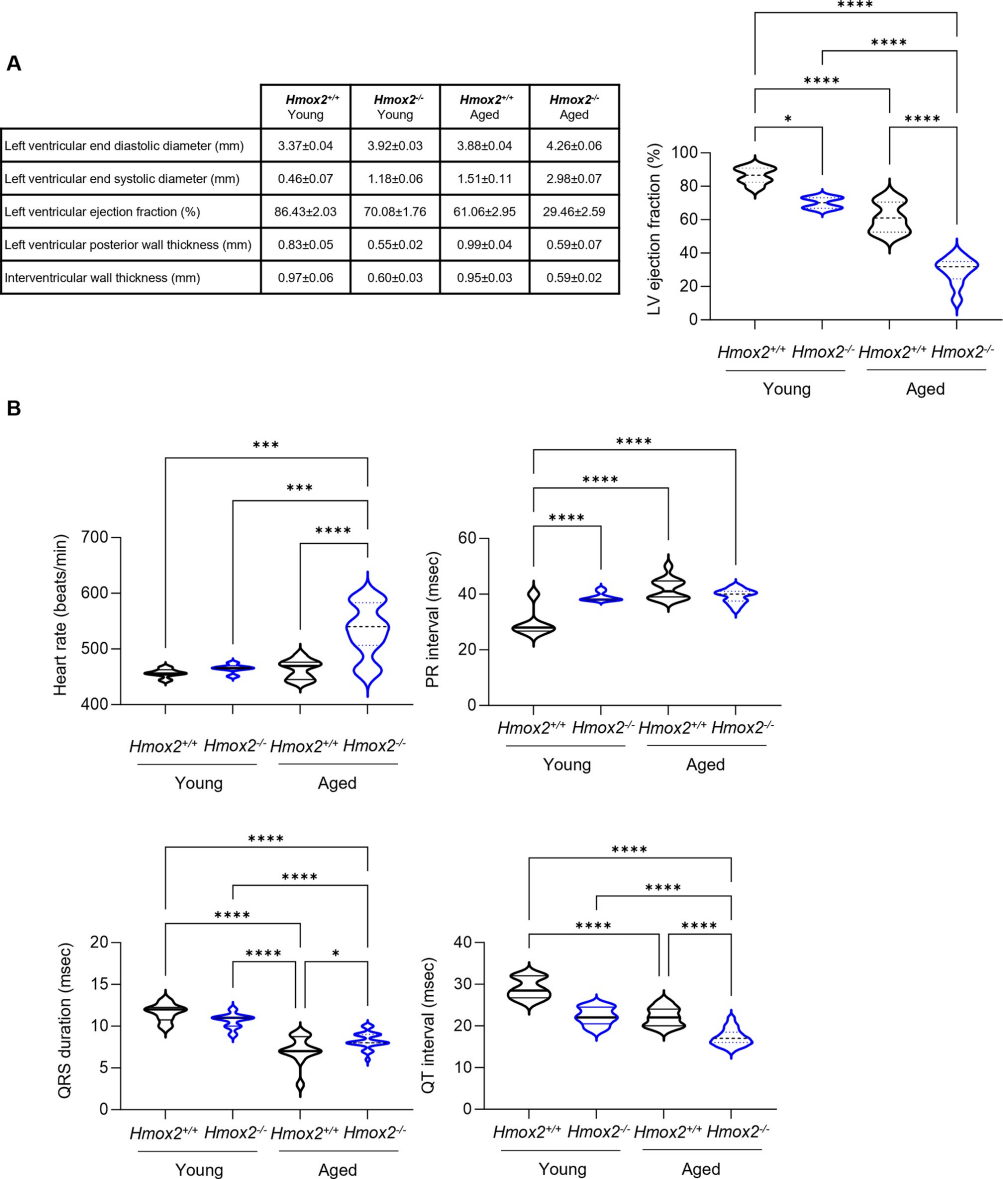
*Hmox2*^*-/-*^ mice develop dilated cardiomyopathy and conduction delay. We performed echocardiography on young (6–8 weeks old) and aged (6-months old) *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. **(A)** Table shows LV end-diastolic, and systolic diameter, LV ejection, posterior wall and interventricular thickness and graph for LV ejection fraction (n = 3/group, *p<0.05). **(B)** We also performed electrocardiography on these mice. Heart rate, PR interval, QRS duration and QT interval are shown.

## Discussion

OSA is a highly prevalent condition affecting up to 20% of the adult population in the US [1]. Recent estimates show that OSA is present in approximately 1 billion people in the world [51]. Clinically, OSA may present with neurocognitive changes including excessive daytime sleepiness. In addition, OSA is an independent risk factor for cardiovascular disease including hypertension, coronary artery disease and heart failure [1, 2, 7–15]. The pathophysiology of OSA includes repetitive upper airway collapse resulting in IH, intrathoracic pressure swings, arousals and activation of the sympathetic nervous system. Although the mechanisms of cardiovascular disease in OSA are not completely understood, both IH and increased catecholamines due to activation of the sympathetic nervous system have been implicated in the pathogenesis of cardiovascular disease. EC activation is an early process in the pathogenesis of atherosclerosis. We have recently reported that IH induces EC activation [20]; however, we found that IH-induced EC activation was not a direct effect of IH but required sympathetic nervous system activation and catecholamine release [20].

Exposure to IH is often used as a model to study the mechanisms of OSA. Although it is widely used, the IH model also has limitations [52]. IH does not reproduce all the physiological changes that occur in patients with OSA, such as increased respiratory efforts, intrathoracic pressure swings and hypercapnia. Importantly, IH models induce severe hypoxemia that does not occur in most patients with OSA. Peng and colleagues have recently described *Hmox2*^*-/-*^ mice as a spontaneous model of sleep apnea [29]. They also reported that *Hmox2*^*-/-*^ mice not only develop spontaneous apneas but also exhibit elevated levels of catecholamines [29, 30].

In this study, we investigated the transcriptional changes that occur in aortic ECs in *Hmox2*^*-/-*^ mice to better understand the impact of OSA and increased catecholamines on EC function. We found that aortic ECs from *Hmox2*^*-/-*^ mice exhibit hallmarks of activation. RNA-sequencing demonstrated that compared to aortic ECs from *Hmox2*^*+/+*^ mice, ECs from *Hmox2*^*-/-*^ mice had a significant number of DEGs enriched in blood coagulation, hemostasis, positive regulation of cytokine production, activation of immune response and cell adhesion, which were also consistent with EC activation and dysfunction and vascular inflammation. In addition, oxidative phosphorylation and cellular respiration were processes that were downregulated in ECs from *Hmox2*^*-/-*^ mice. These results are consistent with the published data showing EC activation with other models of OSA including IH [20, 53, 54]. They are also in agreement with Bellner et al. who showed that aortic ECs from *Hmox2*^*-/-*^ mice exhibit increased expression of pro-inflammatory cytokines and nuclear factor κB activation, which are consistent with EC activation [55].

Analysis of transcriptomic data also showed enrichment of DEGs in cardiac muscle development and contraction, which were downregulated in ECs from *Hmox2*^*-/-*^ mice. These surprising findings were consistent with a recently published data using single cell RNA-sequencing in mouse aortic ECs [48]. Lukowski and colleagues identified 4 different clusters of ECs, one of which was a cluster of aortic ECs which had high expression of cardiomyocyte genes such as troponin [48]. It is possible that these genes may be expressed in a group of ECs close to heart in the aortic arch. These findings led us to perform RNA-sequencing in heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice. Compared to control, heart tissue from *Hmox2*^*-/-*^ mice had DEGs enriched in mitochondrial gene expression and translation, and aerobic respiration. Similar to what we found in ECs, cardiac muscle development was one of the processes downregulated in heart tissue from *Hmox2*^*-/-*^ mice. Furthermore, MGI-Mouse Phenotype terms of decreased skeletal muscle fiber diameter, abnormal muscle physiology and decreased cardiac muscle contractility were associated with the loss of *Hmox2*. The gene expression changes that we observed in heart tissue from *Hmox2*^*-/-*^ mice are in agreement with the changes that occur in cardiomyocytes exposed to *IH in vitro* [56–59]. Exposure to IH causes cardiac inflammation and injury and decreases the viability of cardiomyocytes [56–59].

Given that genes that were involved in cardiomyocyte development and contractility were downregulated in *Hmox2*^*-/-*^ mice, we then evaluated whether *Hmox2*^*-/-*^ mice had any functional limitations. Echocardiographic evaluation showed structural and functional changes consistent with dilated cardiomyopathy, which progressed with aging. Collectively, we found that *Hmox2*^*-/-*^ mice, which spontaneously develop apneas and increased systemic level of catecholamines have EC activation, and cardiac dysfunction.

Integrative analysis of the transcriptomes from aortic ECs and heart tissue showed that they share common network footprints. Using functional genomics tools, we found that PI3K, Estrogen, Trail, VEGF and EGFR, cellular survival pathway footprints were activated, while hypoxia, p53, WINT cellular stress response pathway footprints were downregulated with the deletion of *Hmox2*. Consistent with the downregulation of the hypoxia pathway, analysis of transcription factors showed reduced activity of HIF1α in samples from *Hmox2*^*-/-*^ mice.

Our study had several limitations. First, we did not have another model of OSA such as IH exposure in wild-type mice as a control group limiting the translation of our findings in *Hmox2*^*-/-*^ mice to OSA. Since *Hmox2* is deleted in ECs and heart tissue, the effect of loss of *Hmox2* on ECs and heart tissue may not be solely due to increased apneas but may also be caused by the loss of Hmox2 gene in these cells/tissues. Further studies are warranted to determine whether the effects of IH are similar to those observed in *Hmox2*^*-/-*^ mice. Second, we also used bulk RNA-sequencing in heart tissue instead of single cell RNA-sequencing. Since the majority of the cells in heart tissue are cardiomyocytes, the bulk RNA-sequencing likely provided information of cardiomyocytes but the signal from other cells in the heart tissue including coronary ECs, macrophages, and fibroblasts were likely lost. Third, while we showed progression of dilated cardiomyopathy in aged mice, our sequencing data were obtained from young mice. Finally, we did not study the mechanisms underlying the cardiac changes we observed in *Hmox2*^*-/-*^ mice. HMOX2 has been implicated in the regulation of inflammation, redox sensing, oxidative stress and wound healing [33, 60–64]. Loss of Hmox2 leads to increased leukocyte infiltration and inflammatory cytokines in injury models [33, 60–63]. It is not completely understood how Hmox2 may regulate inflammation and oxidative stress; however, it may be due to the toxic effects of heme that could not be catabolized or buffered by Hmox2 [65].

In conclusion, our data in *Hmox2*^*-/-*^ mice, a spontaneous OSA model, showed expression of genes consistent with EC activation, downregulation of genes involved in cardiac muscle development and contractility, and developed progressive cardiomyopathy. While enrichment of DEGs in aerobic respiration suggested a change in mitochondrial function as a mechanism for the cardiac changes in *Hmox2*^*-/-*^ mice, further studies will be needed to better understand the mechanisms leading to heart failure in these mice.

## Supporting information

S1 Fig *Hmox2*^*-/-*^ mice exhibit spontaneous apneas and have increased systemic levels of catecholamines. We measured **(A)** apnea index using body plethysmography and **(B)** catecholamine levels in plasma in *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^ mice (n = 5 for *Hmox2*^*+/+*^ and n = 10 for *Hmox2*^*-/-*^). *p<0.05. NE: norepinephrine, Epi: epinephrine.
(TIF) Click here for additional data file.

S2 Fig Confirmation of loss of *Hmox2* expression in aortic ECs and heart tissue from *Hmox2*^*-/-*^ mice. We measured mRNA expression of *Hmox2* using qPCR in **(A)** aortic ECs and **(B)** heart tissue from *Hmox2*^*+/+*^ and *Hmox2*^*-/-*^ mice.
(TIF) Click here for additional data file.

S3 Fig Enrichment analysis of DEGs from mouse aortic ECs. Enrichment analysis of significantly (LogFC ≥1 and p≤0.05) DEGs from RNA-sequencing data from aortic ECs isolated from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice (n = 3/strain), across GO, KEGG and MGI-Mouse phenotype datasets by Enrichr-KG tool. Nodes are genes (green) and functional terms, edges connect genes to their enriched terms in the enrichment graph.
(TIF) Click here for additional data file.

S4 Fig Enrichment analysis of DEGs from mouse heart tissue. Enrichment analysis of significantly (LogFC ≥1 and p≤0.05) DEGs from RNA-sequencing data from mouse heart tissue from *Hmox2*^*-/-*^ and *Hmox2*^*+/+*^ mice (n = 3/strain), across GO, KEGG and MGI-Mouse phenotype datasets by Enrichr-KG tool. Nodes are genes (green) and functional terms, edges connect genes to their enriched terms in the enrichment graph.
(TIF) Click here for additional data file.

S1 Text Additional methods and results. We provide methods on the measurement of apnea index, plasma catecholamines and qPCR for *Hmox2*. We also show the results about the apnea index, plasma catecholamine levels and Hmox2 expression in aortic ECs and heart tissue from *Hmox2*^*-/-*^ mice.
(DOCX) Click here for additional data file.

# Supplementary material for: Loss of heme oxygenase 2 causes reduced expression of genes in cardiac muscle development and contractility and leads to cardiomyopathy in mice
**Source:** PLoS One. 2023 Oct 16;18(10):e0292990. doi: 10.1371/journal.pone.0292990
**Supplement:** S1 Text — We provide methods on the measurement of apnea index, plasma catecholamines and qPCR for Hmox2. We also show the results about the apnea index, plasma catecholamine levels and Hmox2 expression in aortic ECs and heart tissue from Hmox2-/- mice.

**Methods**

**Measurement of apnea index**

Apnea index (AI) was determined by recording breathing by whole body plethysmograph (SCIREQ, Montreal, QC, Canada) in unsedated *Hmox2^-/-^* mice and control mice breathing room air as previously described [30]. All measurements were made between 10:00 AM and 3:00 PM at an ambient temperature of 25°C ± 1°C. Apnea is defined as cessation of breathing longer than the duration of 2.5 normal breaths.

**Measurements of plasma catecholamines**

Blood samples (∼300 μL) were collected and placed in heparinized (30 U/mL of blood) and plasma was separated. Plasma Catecholamines was determined by high pressure liquid chromatography combined with electrochemical detection (HPLC-ECD) using dihydroxybenzylamine as an internal standard as described. The Catecholamines levels were normalized to 100 mL of plasma.

**Expression of *Hmox2* mRNA in aortic ECs and heart**

Loss of *Hmox2* expression was confirmed with quantitative mRNA expression by real-time quantitative PCR (qPCR) using iTaq Universal SYBR Green Supermix (catalog number 172-5121; Bio-Rad). *Rpl19* (Ribosomal protein L19) was used as a housekeeping gene, and gene expression was quantified using the ΔΔCt method. The mouse-specific primer sequences used for quantitative PCR are:

*Hmox2* (5’- TCGGAGGGGGTAGATGAGTC -3’, 5’- GCTTCCTTGGTCCCTTCCTT -3’),

*Rlp19* (5’-CCGACGAAAGGGTATGCTCA-3’, 5’-GACCTTCTTTTTCCCGCAGC-3’).

**Results**

**Mice lacking *Hmox2* exhibit apneas and increased systemic levels of catecholamines**

Increasing evidence suggest that Hmox2 plays an important role in oxygen sensing [31, 43]. Furthermore, recent studies by Peng and colleagues have reported that *Hmox2^-/-^* mice exhibit increased numbers of apneas during sleep [29, 30]. Furthermore, in a more recent study, they also showed that these mice have increased systemic levels of catecholamines [30]. We performed plethysmography to determine the presence of respiratory events during sleep in *Hmox2^-/-^* mice as previously described [30]. We confirmed that *Hmox2^-/-^* mice exhibit increased numbers of apneas with an apnea index of 43.99 per hour consistent with severe sleep disordered breathing (S1 Fig). We also measured plasma levels of catecholamines, which were elevated in *Hmox2^-/-^* mice compared to control mice *Hmox2^+/+^* mice (S1 Fig). These results confirmed that suitability of *Hmox2^-/-^* mice as a model of sleep apnea, which is associated not only with apnea or hypopneas but also with activation of sympathetic nervous system leading to increased systemic levels of catecholamines.

**Confirmation of loss of *Hmox2* expression aortic ECs and heart tissue from *Hmox2^-/-^* mice.** To confirm the loss of *Hmox2* expression, we isolated RNA from aortic ECs and heart tissue from *Hmox2^+/+^* and *Hmox2^-/-^* mice and performed qPCR. We found that *Hmox2* expression was significantly reduced in **(A)** aortic ECs and **(B)** heart tissue from *Hmox2^-/-^* mice.

How the deposited data were processed for this re-analysis (not part of the article)

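RNA was measured in 13 libraries: aortic ECs of 3 *Hmox2*+/+ and 3 *Hmox2*-/- mice and whole hearts of 4 *Hmox2*+/+ and 3 *Hmox2*-/- mice. The paper calls the *Hmox2*+/+ mice littermates and does not state the sex of the mice. The deposited record describes EC and heart samples as matched, but the labels only number the replicates within each group and do not say which EC and heart libraries come from 1 mouse, so all libraries were treated as independent.

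The authors made the deposited estimated counts with Kallisto, by pseudoalignment of paired reads with default parameters, 1 library at a time, without pooling, filtering or normalization between libraries. The deposited TPM values were also made by the authors' Kallisto runs from the estimated counts and effective lengths. Default parameters do not use the strand, so reads from genes that overlap on opposite strands can be counted for either gene. The methods name GENCODE M32 as the index, which was not compared here. Against M39, most lncRNA genes are not listed and nearly all matched versions are lower.

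Transcripts were assigned to genes of GENCODE M39 by stable identifier without the version. Estimated counts were summed per gene and rounded. Transcript sequences of the reference were compared by shared 31-base words. A gene with at least 20% of its words in another gene was treated as having a near-identical copy.

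Genes kept by edgeR's filterByExpr (minimum count 10) were normalized by TMM and tested with the quasi-likelihood F-test (edgeR 4.0.16 in R 4.3.3), within each tissue. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The common genes used the criteria of Fig 4B, a p under 0.05 and an absolute log2 fold change of at least 0.5. The legends of S3 and S4 Figs give a p of at most 0.05 with a log2 fold change of 1, which was applied as an alternative. None of these legends says whether the p is adjusted, and it was read here as unadjusted. The genotype effect common to both tissues was fitted with tissue as a term, and the difference between tissues as a tissue by genotype interaction. Fold changes against a group with at most 3 counts in every library were computed against that floor as lower bounds.

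GO, KEGG, MGI, PROGENy and DoRothEA collections were not used here. In their place 10 lists for the paper's terms, 10 lists of cell type markers and 4 lists of cell states were written by hand, with the gene lists drawn in Figs 2 to 5 beside them. They were tested with camera at a correlation of 0.01 on voom values (limma 3.58.1) and adjusted within each kind of list. The genes named in the text were *Hmox2*, the genes the paper names or draws, the 10 with the largest change per tissue and direction whose libraries did not overlap, DEGs within 10 Mb of *Hmox2*, *Xist* and Y-linked genes, and members of the lists. *mt-Nd3* and *Gm28438* were looked at together only after their values were seen. These lists, the rule for naming genes, the main settings and the alternatives were fixed before the data were examined, except 3 alternatives added later: near-identical genes summed, an offset for length and GC content, and leaving out mitochondrially encoded genes.

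With 3 or 4 libraries per group the biological coefficient of variation was 0.241 in ECs and 0.149 in heart tissue. Each comparison was tested on simulated counts with 200 genes, drawn above a minimum level, changed by a log2 fold change of 2. edgeR called 196 of them in ECs and 200 in heart tissue, with 10 and 4 unchanged genes called beside them, and DESeq2 (1.42.0) called 197 and 200, with 30 and 5. The edgeR fits over both tissues called 198 for the common effect and 197 for the interaction. A seeded list of 40 changed genes had a fitted median of 1.95 in ECs and 1.99 in heart tissue. Alternatives were DESeq2, upper-quartile normalization, counts from length-scaled TPM, no filter, protein-coding genes alone, the replicate number as a block, all libraries in 1 fit, a test against the fold change itself, other thresholds, leaving out genes near *Hmox2*, fry or an estimated correlation in place of camera's preset one, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9. The t-SNE plots, the network panels and the qPCR, echocardiography and electrocardiography measurements were not analysed here.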

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

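The tissue by genotype interaction, the lists, the fits that leave out 1 library and the counts of other splits of the libraries were fixed before the results were seen. The tests of explanations were chosen only after: length and GC content, abundant genes, brown adipocyte genes, cardiomyocyte RNA, the hour of collection, and the use of a fit without 1 library to test a cause.

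Heart WT 1 had 7268626 total estimated counts, far from the other 3 *Hmox2*+/+ hearts. A library this far from the rest was found in 2 of the 59 groups of 4 values tested, and about 1 in 20 groups gives one by chance. Its lower depth is not what gives the number of heart DEGs: without heart WT 1 there were 877, of which 804 were among the 927 found with it. The other such value was *Pttg1* in heart WT 4, 1.63 CPM against 1.29 to 1.35 CPM in the other *Hmox2*+/+ hearts. The *Hmox2*-/- hearts had 47.9 to 67.2 CPM, so the gap within the *Hmox2*+/+ hearts is small beside the difference between genotypes. No biological explanation was tested.

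The effect of genotype differed between heart tissue and ECs, by a test of the difference itself, for 2456 genes. Of 100 splits of the libraries within tissues, only the real one (1 of 100) gave as many. The interaction medians of the lists were 1.20 for oxidative phosphorylation, 0.98 for mitochondrial translation, 2.95 for cardiac muscle contraction, 0.95 for cardiac muscle development and 0.55 for hypoxia response. For the *Hif1a* targets of Fig 5D they were 1.33 (drawn as lower) and -0.74 (drawn as higher, adjusted p = 0.00708). For oxidative phosphorylation and for mitochondrial translation 1 of 100 splits gave a median as far from 0, the real one.

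For the oxidative phosphorylation lists, several technical explanations were weighed. Log2 fold changes went with gene length (Spearman's rho across genes 0.137 in ECs and -0.467 in heart tissue) and GC content (-0.318 and 0.224), and the genes of this list are short (median 772 bases, against 1835 for genes tested in ECs). After that trend was removed, the medians were -0.33 in ECs (adjusted p = 8.66e-05) and 0.14 in heart tissue (adjusted p = 7.17e-05), and 0.31 for mitochondrial translation in heart tissue (adjusted p = 2.93e-13). The trend with length and GC content is therefore not the whole cause, but it carries much of the heart medians. The falling share of counts on mitochondrially encoded genes in *Hmox2*-/- hearts raises the shares of the nuclear genes of a library alike, so it cancels in the list median minus the median of the other nuclear genes within a library. That difference was 4.53 to 4.72 in *Hmox2*+/+ hearts and 4.82 to 5.49 in *Hmox2*-/- hearts in log2 CPM without TMM, higher by 0.557 (two-sided exact permutation test, p = 0.0286, the smallest p possible), which argues against a few abundant genes as the cause. Leaving those genes out of the fit left the list median at 0.598 and decides nothing, since list medians are relative to all genes. In ECs a lower share of brown adipocytes might lower these genes. Of 8 abundant brown adipocyte genes 6 were lower, but *Ucp1* was not (0.24, adjusted p = 0.645), so this explanation cannot be told apart from a change within ECs: *Ucp1* also responds to temperature and activity of the tissue. A true difference between tissues stays open as a hypothesis.

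The lower cardiac genes in ECs could come from RNA of cardiomyocytes in the *Hmox2*+/+ EC libraries. Over 20 cardiomyocyte genes, the excess in *Hmox2*+/+ ECs went with the level in heart tissue (Spearman's rho 0.624 across genes, permutation test over 100000 orders, p = 0.00422). The excess had a median of 0.708% of the heart level. It was 0.105% (*Ttn*) to 1.18% (*Ckm*) in all genes but *Fabp3* (7.17%), which is also on the brown adipocyte list. A single admixture would give 1 share for all genes. The paper cites aortic ECs that express myocyte genes, and with such cells a similar relation is possible. The libraries hold no value that decides between them, so the 2 cannot be told apart. A single library is not the cause: without EC WT 2, which had the highest levels, the contraction median was -2.76.

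Clock genes that peak near dusk were lower in *Hmox2*-/- hearts, which the paper does not discuss (median -1.21, 11 of 11 lower, camera, adjusted p = 8.00e-08, and 0.00336 under fry). If the hour of tissue collection differed between groups, genes that peak near dawn should be higher. Their median was 0.61 (4 of 5 higher, adjusted p = 0.0583, and 0.0316 under fry), and the paper gives no hour of collection. A different hour could give these heart values, and an effect of the genotype on the clock cannot be told apart from it. In ECs neither list passed (-0.14, adjusted p = 0.530, and 0.14, adjusted p = 0.782). The interaction median of the dusk list was -0.89 (11 of 11 lower, camera, adjusted p = 0.0283, and 0.228 under fry). Which EC and heart libraries come from 1 mouse is not known, so the EC values do not decide.

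Erythroid genes were higher in *Hmox2*-/- hearts (median 1.93, camera, adjusted p = 1.00e-05, and 0.00329 under fry). All 7 were higher, which is the observation itself and decides nothing between blood left in the tissue and an effect of genotype. No other value was found that does. The hemoglobin genes share words with each other, so their single values are uncertain.

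Macrophage genes were higher in *Hmox2*-/- mice in both tissues, with medians of 0.72 in ECs (15 of 15 higher, camera, adjusted p = 6.64e-07) and 0.81 in heart tissue (13 of 15 higher, adjusted p = 7.58e-04). Under fry neither passed (adjusted p = 0.0781 and 0.0800). The effect common to both tissues had a median of 0.73 (15 of 15 higher, camera, adjusted p = 3.67e-10, and 0.00504 under fry). No technical or biological explanation was tested for it.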

How the results depend on the processing

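Of the alternatives below, the offset for length and GC content, the sums of near-identical genes and the fits without mitochondrially encoded genes were chosen only after the results were seen.

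For 35 named genes, 288 values were compared under the alternatives, with only the lowest and the highest fold change of the fits that each left out 1 library. Of these, 270 kept their direction and their side of the threshold, 7 no longer passed, 9 newly passed and 2 changed sign. Over all 310 such fits of these genes, 27 no longer passed (*Hadh*, *Selp*, *Vcam1* and *Cxcl12* in ECs, 5 each, *Pf4* in ECs, 2, and *Vegfb*, 1 in ECs and 4 in heart tissue), 4 newly passed and 1 changed sign. Both sign changes were *Cxcl12* in heart tissue, which had no effect to begin with: -0.0017 with the replicate block and -0.0125 to 0.16 across the fits that each left out 1 library.

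Normalization, the filter, DESeq2 and the fits without genes near *Hmox2* left every DEG count within 1.5 times its main value. The counts moved with the threshold. With a log2 fold change of 0.5, 1403 genes were higher and 1121 lower in ECs, and 1565 and 1596 in heart tissue. Tested against the fold change of 2 itself, they were 269 and 151 in ECs and 84 and 105 in heart tissue, which by construction calls fewer genes. Across the fits that each left out 1 library, they ranged from 304 to 1025 and from 228 to 696 in ECs, the lowest without EC KO 3 and the next lowest (517 and 347) without EC KO 2, and the higher genes of heart tissue from 252 to 560, the highest without heart KO 3. The cause was not tested.

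The common genes numbered 634 at an adjusted p with a log2 fold change of 0.5, and 215 with 1. Their share of the same direction, 46.4%, moved to the other side of its expected value at the adjusted p with a log2 fold change of 1 (57.7%) and with the offset for length and GC content (58.8%). Across the fits that left out 1 library it was 41.8% to 53.4%, above 50% without heart WT 3, EC WT 2, heart KO 2 or EC KO 3. The cause was not tested. Among the 50 smallest p-values, 39 to 48 genes had the same direction under the alternatives run. The genotype effect common to both tissues was found for 223 genes with the replicate block. Correlations of same-numbered *Hmox2*+/+ and *Hmox2*-/- libraries of a tissue were -0.0335 to 0.181. For same-numbered EC and heart libraries of a genotype, compared only after the results were seen, they were -0.0482 to 0.119, with 2 of 6 over 0.1. For 15 differently numbered pairs they were -0.126 to 0.0578, with 0 over 0.1. *Ddx3y* was 1.03 and 0.920 CPM in EC KO 2 and EC KO 3, and 37.0 and 50.9 CPM in heart KO 2 and heart KO 3. These values argue against 1 mouse for these 2 pairs, although EC KO 3 and heart KO 3 had the highest correlation (0.119). The ranges overlap, so a link between the other same-numbered libraries is neither shown nor excluded. The numbers were not taken as marking mice. The cause of the lower count was not tested.

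The list medians do not change with the set test, but their adjusted p-values do. With an estimated correlation, EC medians of -0.53 (oxidative phosphorylation), 0.53 (blood coagulation) and 0.28 (cell adhesion) had adjusted p = 0.412, -2.95 (contraction) 0.217 and -0.96 (development) 0.0657. In heart tissue 0.59 (mitochondrial translation), 0.60 (oxidative phosphorylation) and -0.31 (development) had 0.375. None of these 8 passed. Under fry the first 3 EC lists did not pass (0.0775 to 0.0859). With 3 or 4 libraries per group an estimated correlation is itself uncertain, so these limits concern the test as much as the lists. Leaving out 1 library gave 0.20 to 0.36 for cell adhesion.

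Lists near 0 changed sign. Contraction in heart tissue was 0.0749 without a filter. In the combined comparison hypoxia response was 0.00598 without a filter and -0.12 to 0.0474 without 1 library, above 0 without EC WT 2, EC KO 1 or EC KO 3. The p53 list was -0.00428 with the replicate block and -0.0317 to 0.0256 without 1 library, below 0 without EC WT 1, EC WT 2, EC KO 2, heart WT 3 or heart KO 3. The WNT list was 0.00496 without a filter, 0.00772 with the replicate block and -0.10 to 0.10 without 1 library, above 0 without EC WT 1, EC WT 2, EC KO 3 or heart KO 1. None passed in any of these (adjusted p = 0.368 to 0.958). The *Hif1a* targets drawn as lower in Fig 5D passed with upper-quartile normalization (-0.42, adjusted p = 0.0403) and the replicate block (-0.48, adjusted p = 0.0347). Without 1 library they ranged from -0.52 to -0.29 (adjusted p = 0.0202 to 0.173), and passed without any 1 of the hearts. The cause was not tested.

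The separation ratio of ECs was 1.79 with all genes, 2.05 with a larger set of most variable genes and 2.14 with log2(TPM + 1). That of heart tissue was 1.58, 1.64 and 2.24. Without 1 library it was 2.24 to 2.64 in ECs, the lowest without EC KO 3, and 1.58 to 2.02 in heart tissue, the highest without heart WT 1. The cause was not tested.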

Differences from the paper's values

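None of the comparisons in this part rests on a test chosen after the results were seen, except where the text says so.

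The paper gives 255 genes upregulated in ECs, and 825 were found here. Of 17 alternatives set before the data were examined, 2 came within 1.5 times the paper's number: the test against the fold change itself (269) and the fit without EC KO 3 (304). The other 15 did not. It gives 200 genes downregulated in ECs, and 595 were found here. The same 2 alternatives came within 1.5 times (151 and 228), and the other 15 did not.

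For heart tissue the paper gives 332 genes downregulated, and 559 were found here. Of 18 alternatives set before the data were examined, 6 came within 1.5 times: protein-coding genes alone (476), the replicate block (427) and the fits without heart WT 3 (467), heart WT 4 (493), heart KO 1 (478) or heart KO 2 (492). The other 12 did not. The offset for length and GC content, chosen after the values were seen, gave 432.

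The legend of Fig 2 gives 6151 DEGs in ECs beside the smaller numbers of top genes, without saying what parts them. Here 2766 passed without the fold change criterion, which is how this number was read. Of 15 alternatives set before the data were examined, 2 came within 1.5 times: an unadjusted p of at most 0.05 (5402) and all libraries in 1 fit (4319). The other 13 did not.

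The paper gives 206 DEGs common to both tissues, and 1086 were found here at the criteria of the legend, with its p read as unadjusted. Of 20 alternatives set before the data were examined, 1 came within 1.5 times, an adjusted p of at most 0.05 with a log2 fold change of at least 1 (215). The paper's methods give these criteria for DEGs. The circles of Fig 4B hold about 1200 genes for ECs and about 880 for heart tissue, read by eye, against 3976 and 3584 here. The same criteria gave 1420 and 927, and none of the other 15 and 16 alternatives set before the data were examined closed these gaps.

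Of the genes in Fig 2C, *Rpl37* did not pass here (0.17). *Rpl37rt* is the symbol of 2 annotated genes, of which 1 passed in ECs and the other, counted here, did not, so this is no clear disagreement. Fig 4C draws 50 common genes, of which *Slc30a9* and *Tomm20* did not reach the criteria of Fig 4B in both tissues (-0.33 and -0.11 in ECs).

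The paper describes the 2 tissues as similar in their GO terms. Here the oxidative phosphorylation list was lower in ECs (-0.53) and higher in heart tissue (0.60). The paper reports hypoxia, p53 and WNT footprints as downregulated. Short lists of such genes had medians of -0.05, 0.02 and -0.06, and none passed. PROGENy weights its genes, so the 2 are not on 1 scale. The paper reports *Hif1a* targets as downregulated in both tissues combined. The genes it draws as lower were lower in ECs (-1.05) but not in heart tissue (0.22). In the combined comparison they passed with upper-quartile normalization, with the replicate block and without any 1 of the 7 hearts.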

Other observations

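The lists, the single genes and the counts of other splits of the libraries were set before the results were seen. The tests of near-identical copies, neighbouring genes, genes near *Hmox2*, *mt-Nd3* and genes that escape X inactivation were chosen only after.

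Other splits of the libraries gave smaller results than the real one for most counts. In ECs 1 of 10 splits, the real one, gave as many DEGs, and a design of 3 against 3 cannot go below that. The same count of 1 of 10 held for the contraction, development and coagulation lists, and 2 of 10 for the oxidative phosphorylation and cell adhesion lists. In heart tissue 1 of 35 splits gave as many DEGs, and 1 of 35 for the lists of mitochondrial translation, oxidative phosphorylation and development. For contraction it was 6 of 35. Over both tissues, 1 of 100 splits gave as many common genes, 2 of 100 as many of the same direction among the 50 with the smallest p, and 1 of 100 as many genes with a common genotype effect. The count of 2 of 100 does not test direction. A split needs at least 44 common genes to reach it, and most other splits had fewer. The combined list medians were reached by 69 (hypoxia), 74 (p53), 41 (WNT), 7 (targets drawn as lower in Fig 5D) and 55 (drawn as higher) of 100 splits.

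Many genes that changed the same way in both tissues have near-identical copies. Of the 124 genes past the adjusted p and fold change criteria in the same direction in both tissues, 56 (45.2%) have such a copy, against 14.6% of genes tested in both. Of the 91 that changed in opposite directions 38 (41.8%) have one. Reads shared between near-identical genes could give such calls, when a sequence difference between the 2 lines of mice moves reads from 1 copy to another. Among those whose family was summed, 81.6% lost their call in 1 or both tissues, and 7 of 38 kept it. In each tissue, 19 of the same-way genes have a copy that passed the other way. The sum of *Rps3a1*, *Rps3a2* and *Rps3a3* changed by 0.32 in ECs and 0.87 in heart tissue, the sum of *Rps7* and *Rps7-ps3* by 0.41 and 0.95, and the sum of *Kpna2* and *Kpna2rt* by -0.14 and -0.59. A sequence difference is not the only reading. A change in expression of 1 copy could give the calls of genes without a copy that passed the other way. Alone it would not give opposite changes, such as *Rps3a1* (2.88) and *Rps3a2* (-11.33) in ECs. For these genes, changes in expression of both copies are not excluded.

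Blocks of the genome that differ between the 2 lines of mice could also give shared changes. Of the 68 same-way genes without a near-identical copy, 19.1% have another such gene within 1 Mb, against a median of 8.82% in 10000 random draws of tested genes (permutation test, one-sided, p = 0.0594). For the 53 opposite-way genes it was 18.9% against 7.55% (the same permutation test, p = 0.0489). Neighbouring genes also share regulation, so the excess does not separate the 2 readings, and for the same-way genes the excess itself is uncertain.

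Near the targeted gene, DNA of another strain may stay after backcrossing. Of 64 genes without a copy within 10 Mb of *Hmox2*, 2 changed the same way in both tissues (*Trap1* and *Dnase1*), against 66 of 11340 elsewhere (one-sided Fisher's exact test, p = 0.0558). Too few genes lie there to decide, and an effect of the deletion on its neighbours would look alike.

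The pseudogene *Gm28438* shares 99.1% of its words with other genes, among them *mt-Nd3*, and held 56.5% to 78.5% of the counts of these 2 genes in *Hmox2*-/- libraries of both tissues, against 0% to 0.38% in *Hmox2*+/+ libraries. Mitochondrial DNA that differs in sequence between the 2 genotypes could move reads this way. It would lower *mt-Nd3* more than the other mitochondrially encoded genes, and 0 of them fell more than *mt-Nd3* in both tissues (-0.72 in ECs, where the others had a median of 0.16, and -1.85 in heart tissue, where they had -1.13). In ECs no mitochondrially encoded gene passed, *mt-Nd3* included. The 2 genes together took 0.694% to 1.17% of mitochondrial counts in *Hmox2*+/+ and 1.18% to 2.84% in *Hmox2*-/- libraries, so moved reads alone do not give the whole pattern. Littermates of 1 mother have the same mitochondrial DNA. The values are therefore consistent with *Hmox2*+/+ and *Hmox2*-/- mice from different maternal lines, which the sequences themselves would have to decide.

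In EC KO 2 and EC KO 3 the Y-linked genes were far lower than in the other 4 EC libraries: *Ddx3y* was 1.03 and 0.920 CPM (61.7 to 86.4 in the others), *Eif2s3y* 0.460 and 0.478 CPM (54.2 to 66.8), *Kdm5d* 2.34 and 2.28 CPM (14.2 to 22.1) and *Uty* 2.68 and 3.46 CPM (12.9 to 22.9). All hearts had 37.0 to 86.6 CPM of *Ddx3y*. If these 2 libraries came from female mice, genes that escape X inactivation should be higher, and 4 of 4 (*Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*) were higher in both than in each of the other 4. *Xist* is not among the listed genes. In that case the comparison of ECs holds a difference in sex beside that in genotype, and these 2 libraries come from other mice than the *Hmox2*-/- hearts. The EC DEGs numbered 864 without EC KO 2 and 532 without EC KO 3.

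The remaining lists of markers had these medians in ECs and in heart tissue. Smooth muscle was -1.46 (adjusted p = 1.46e-05) and 0.31 (0.0971), adipocyte -0.92 (7.72e-04) and 0.14 (0.367), brown adipocyte -0.63 (0.110) and 0.09 (0.228), and fibroblast 0.79 (5.48e-04) and 0.22 (0.244). Endothelium was 0.57 (0.00232) and 0.18 (0.0971), cardiomyocyte -5.06 (1.43e-09) and 0.23 (0.142), and hepatocyte -0.48 (0.176) and 1.14 (0.0132). Erythroid was -0.14 (0.469) and airway epithelium -3.90 (0.0289) in ECs. Under fry none of the EC marker lists passed, while in heart tissue brown adipocyte (0.00741) and hepatocyte (0.00191) did. Immediate early genes were -0.44 (0.0795) and -0.49 (3.80e-04, and 0.00336 under fry), and clock genes near dusk and dawn in ECs -0.14 (0.530) and 0.14 (0.782). The list of *Xist* and Y-linked genes was -2.76 (0.0772) and -0.27 (0.0583, and 0.0316 under fry). In ECs the fitted log2 fold changes of its 4 genes were -1.37 to -0.67. That range does not hold the EC median, so the size of the fall is uncertain.

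The genes that the paper measured by qPCR had these values in the EC libraries. *Selp* rose from 92.0 ± 16.0 to 143 ± 13.7 CPM (0.64, adjusted p = 0.0319, and 0.0518 to 0.105 without any 1 library except EC WT 3) and *Vcam1* from 175 ± 31.8 to 285 ± 45.9 CPM (0.71, adjusted p = 0.0375, and 0.0725 to 0.119 without any 1 library except EC WT 3). *Icam1* (0.65, adjusted p = 0.0649), *Cxcl1* (0.72, adjusted p = 0.191) and *Nampt* (-0.21, adjusted p = 0.314) did not pass, and *Il6* was below the filter. With the replicate block *Vcam1* did not pass (adjusted p = 0.0532). *Icam1* passed with DESeq2 (adjusted p = 0.0218) and without EC WT 3 (0.0171), and *Cxcl1* without EC WT 1 (0.0450).

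Lists not given elsewhere had these medians in heart tissue: blood coagulation 0.21 (adjusted p = 0.0467, and 0.0165 under fry), cell adhesion 0.12 (0.257) and EC activation 0.26 (0.211).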
